# Long-Term Effects of Gestational Nicotine Exposure and Food-Restriction on Gene Expression in the Striatum of Adolescent Rats

**DOI:** 10.1371/journal.pone.0088896

**Published:** 2014-02-19

**Authors:** Nicholas E. Ilott, Tomasz Schneider, Jonathan Mill, Leonard Schalkwyk, Giovana Brolese, Lisiane Bizarro, Ian P. Stolerman, Emma Dempster, Philip Asherson

## Abstract

Gestational exposure to environmental toxins such as nicotine may result in detectable gene expression changes in later life. To investigate the direct toxic effects of prenatal nicotine exposure on later brain development, we have used transcriptomic analysis of striatal samples to identify gene expression differences between adolescent Lister Hooded rats exposed to nicotine *in utero* and controls. Using an additional group of animals matched for the reduced food intake experienced in the nicotine group, we were also able to assess the impact of imposed food-restriction on gene expression profiles. We found little evidence for a role of gestational nicotine exposure on altered gene expression in the striatum of adolescent offspring at a significance level of p<0.01 and |log2 fold change >0.5|, although we cannot exclude the possibility of nicotine-induced changes in other brain regions, or at other time points. We did, however, find marked gene expression differences in response to imposed food-restriction. Food-restriction resulted in significant group differences for a number of immediate early genes (IEGs) including *Fos, Fosb, Fosl2, Arc, Junb, Nr4a1* and *Nr4a3*. These genes are associated with stress response pathways and therefore may reflect long-term effects of nutritional deprivation on the development of the stress system.

## Introduction

Smoking during pregnancy (SDP) is associated with a variety of neonatal perturbations including low birth weight [1]–[6] and sudden infant death syndrome (SIDS) [7], as well as later-developing behavioural outcomes [4], [8]–[10]. Animal studies have identified both physical and behavioural abnormalities due to prenatal nicotine exposure, including delayed development and maturation [11]–[13], hyperactivity [14], [15], increased markers of anxiety [16], as well as cognitive performance deficits that reflect aspects of impulse control and attention regulation in both adult and adolescent animals [17], [18]. The molecular basis of these associations may involve alterations of the cholinergic system, where the stimulation of nicotinic acetylcholine receptor (nAChR) subunits is important in a variety of neuronal processes throughout development [19]. Changes in gene expression of nAChR subunits and regulators of acetylcholine neurotransmission have been observed in animals prenatally exposed to nicotine [20]–[22]. Links between nAChR function and the dopamine system are also highlighted by the observation of an increase in dopamine receptor D5 *(Drd5)* mRNA expression in the striatum of adult rats gestationally exposed to nicotine [18], as well as a reduced nicotine-induced dopamine release in adolescent rats [23]. Further, the first large-scale gene expression studies using custom, pathway focused microarrays have revealed a role for cell adhesion and cell death systems in limbic brain regions of adolescent rats exposed to nicotine *in utero* [24], [25].

A potential problem with studying the effects of gestational nicotine on molecular systems is that nicotine administration additionally affects food intake, weight gain and fluid intake [13], [18], [26], [27], resulting in a reduced ability to distinguish the effects of nicotine from those of nutrition or other confounders. Matching food intake to nicotine-exposed animals via experimental controls may alleviate these problems. However, both undernutrition and the likely stress that is introduced by imposed food-restriction may also affect gene expression profiles via their effect on hypothalamic-pituitary-adrenal (HPA) axis development [28]. While gestational food-restriction and nicotine exposure are associated with some behavioural similarities (i.e. increased nicotine consumption and omission errors in the 5-choice serial reaction time task [5-CSRTT]), there exist substantial behavioural differences between these groups [17]. For example, nicotine exposed offspring display hyperactivity, increased number of open arm entries in the elevated plus maze and increased numbers of anticipatory responses in the 5-CSRTT. This suggests that while there may be shared molecular signatures, a significant proportion is likely to be distinct. Nevertheless, any differences due to gestational food-restriction remain of considerable interest. It has been established that growth restriction induced by maternal undernutrition has long-term effects on mRNA expression in offspring. For example, sirtuin 1 (*Sirt1*) is reduced [29] and somatic cytochrome c (*CYCS*) [30] is increased in the liver of offspring gestationally exposed to energy restriction. Further, hypothalamic regulation of metabolic processes may also be altered, as evidence suggests increased expression of the leptin receptor and fat mass and obesity-associated (*FTO*) gene in gestationally malnourished offspring hypothalamus [31], [32]. The effects of maternal undernutrition on gene expression in the striatum, however, have not yet been studied.

To further our understanding of the long-term effects of gestational nicotine exposure on brain development, we have conducted the first genome-scale mRNA expression profiling study in adolescent rats exposed to nicotine *in utero*. The analyses have been performed in the striatum, a brain structure that is sensitive to nicotine exposure [33] and is implicated in the development of ADHD [34]–[38].

To control for potential confounding effects of differences in food intake between the nicotine-exposed group and controls, we included an additional group of animals that were matched for food-intake with the nicotine-exposed group. Given the current literature, we hypothesised that the nicotine group would show dysregulation of genes involved in nAChR receptor signaling and dopamine function. In addition, we expected any differences observed due to food-restriction would be distinct from the effects of nicotine [33] yet may reflect a disturbance in the development of metabolic or stress related pathways.

## Materials and Methods

### Animals

The treatment of animals complied with the UK Animals (Scientific Procedures) Act 1986 and the Code of Practice of the Institute of Psychiatry. The work was carried out under the Project License PPL 70/5569 “Psychopharmacology of nicotine dependence” issued by the Home Office of the British Government in 2003 and amended in 2006. Nicotine was administered in the drinking water of pregnant rats in order to avoid stress of invasive surgical procedures involving implants. Supplementary water was made available for drinking to minimise the consequent reductions in fluid intake. The minimum number of animals consistent with adequate statistical power was used. Animals were sacrificed by cervical dislocation.

Both male and female Lister hooded rats (Harlan Olac, Bicester, UK) were used. They were housed individually (except during mating) in a temperature (21±2^°C^) and humidity (50±10%) controlled environment on a 12 h light–dark cycle (lights on from 0700 h) and had *ad libitum* access to drinking fluids (tap water or nicotine solutions).

Females were divided into three separate groups according to a randomised block design balanced to their body weight into: nicotine exposure (Nic, n = 8), control group (Con, n = 8) and a food-restricted (pair-fed) group (Con-Pf, n = 9) that was matched for food intake to the Nic animals, was also established. Pair-fed animals were provided each day with the amount of food eaten by matched nicotine-exposed animals on the previous day; their access to water was not restricted.

Nicotine bitartrate (Sigma, USA) was dissolved in the drinking water at varying concentrations and nicotine-containing water was adjusted to the pH of drinking water with 0.001 NaOH. Habituation to increasing concentrations of nicotine solution (0.02, 0.04, 0.06 mg/ml) as the only source of fluid was introduced to the Nic exposed group 3-weeks before mating.

Females were controlled according to their oestrous cycle. Females in pro-oestrus and oestrous were mated during the dark phase of the day at the beginning of the fourth week of nicotine exposure. Nicotine solution was not withheld before mating. The day on which a vaginal plug or spermatozoa in the vaginal smear were found was defined as gestational day 0.

Pregnant females from nicotine, control and pair-fed groups were weighed twice weekly. Consumption of nicotine solution was assessed on a daily basis. Females drinking less than 10 ml of nicotine solution on any particular day were given access to tap water for 3 min. Food consumption was evaluated 3 times a week.

All dams were checked twice daily (before 8am and after 4.30pm) starting a few days before delivery. Deliveries completed by 8am were assigned to postnatal day 1 (PND1). Pups born later that day were assigned to PND1 on the following morning. Litters were examined on PND1 for obvious morphological anomalies (e.g., missing digits, facial malformations, etc.), sexed by relative ano-genital distance and, in the case of litters with more than 8 offspring, culled randomly to 8 pups with equal numbers of males and females per litter whenever possible. 8–9 litters were used to assess birthweight of offspring from each group. The dam was first removed from the home cage and birthweight measurements were taken between 9.00am and 4.00pm.

Our previously published work provides additional details regarding the nicotine administration protocol used in the present study [17]. Briefly, using this protocol we obtained 81.1±23.2 ng/ml blood nicotine in those dams assessed. There were no significant effects of nicotine on litter characteristics: number of animals per litter, the numbers of females and males per litter and sex ratio (see [17] for details).

Data concerning maternal fluid intake, food consumption and offspring bodyweight were analysed for between group differences using 1-way ANOVA. Significant differences between the three groups were further assessed *post-hoc* using Tukey's Honest Significant Difference test (HSD), implemented in R2.10.1.

### Sample Preparation

Experimentally naïve male offspring, littermates of animals used in the previously published behavioural study [17] from the three gestational conditions were used for microarray analysis: a) prenatal nicotine exposed (Nic, n = 8), b) controls (Con, n = 10) and c) pair-fed (Con-Pf, n = 10) resulting in a total of n = 28. Results presented here (e.g. in Table 1) are for this subset of the larger number of offspring generated for the previously published behavioural study; the data in Table 1 are therefore derived from, but not the same as, those in [17].

**Table 1:** Nicotine administration and food-restriction have effects on pregnancy and birth characteristics.

Measure	Timing	F	P-value	Con	Nic	Con-Pf
Dams						
Mean body weight	Week before pregnancy	12.38	2.50E-04	252.2±6.2	213.9±6.5*	223.4±4.1*
(g)	Pregnancy	13.30	1.63E-04	289.1±6.7	247.8±6.8*	260.3±3.5*
Mean food consumption	Week before pregnancy	13.06	1.83E-04	15.6±0.4	13.3±0.4*	13.7±0.0*
(g/day)	Pregnancy	10.23	7.24E-04	21.4±0.4	17.8±0.9*	19.3±0.0*
Mean food consumption	Week before pregnancy	0.05	0.95	61.9±1.3	62.3±1.5	61.7±1.2
(g/Kg bodyweight/day)	Pregnancy	0.82	0.46	74.3±1.4	71.7±2.3	74.2±1.1
Mean sol^n^ consumption	Week before pregnancy	19.14	1.53E-05	24.9±1.2	14.5±0.7*#	18.9±1.4*
(ml)	Pregnancy	33.40	2.16E-07	45.0±2.7	21.8±1.7*#	38.0±1.6
Mean sol^n^ consumption	Week before pregnancy	10.97	4.97E-04	98.5±3.6	68.2±3.4*#	84.5±5.7
(ml/Kg bodyweight/day)	Pregnancy	33.56	2.07E-07	155.1±6.7	88.1±6.2*#	146.0±5.8
Offspring						
Bodyweight (g)	PND1	5.8	9.08E-03	5.3±0.1	4.7±0.1*	5.1±0.1

*p<0.05 compared to Con, #p<0.05 compared to Con-Pf.

Rats were killed at post-natal day (PND) 35 to 42 by decapitation and brains were immediately dissected. Equal numbers of animals from each group were extracted on the same day. The striatum was removed, snap frozen on dry ice and stored at −80°C until RNA extraction. RNA was extracted using Qiagen AllPrep RNA/DNA minikits (Qiagen, UK) and treated with an RNase-free DNase1 to eliminate genomic DNA contamination. Purity and quality of total RNA samples was assessed using the NanoDrop Spectrophotometer and Agilent RNA 6000 pico kit (Agilent, UK), according to the manufacturer's instructions (see File S1).

### Microarray Processing

cDNA conversion and microarray hybridisation was performed using standard protocols provided by the manufacturers (File S1). To avoid possible batch effects, samples were spread across hybridisation date, fluidics machine and fluidics module in a balanced manner (details available from corresponding author). Microarrays used in the current study were the Affymetrix rat GeneChip 1.0st array. 2 Con samples were removed after array scanning due to clear data quality issues. An outlying sample (from Nic group) was additionally removed after data processing.

### Statistical analysis of microarray data

The Robust Multichip Algorithm (RMA) [39] as implemented in the affy package from Bioconductor was used to quantile normalise the expression data and normalised expression summaries were used for all downstream analyses conducted in the statistical software package R version 2.10.1. 25 arrays were included for downstream analysis (Nic = 7, Con = 10, Con-Pf = 8). Using the *genefilter* package in the Bioconductor suite, all probe-sets with intensity less than the median for the 25 arrays were removed from the data to ensure that non-expressed genes were not being analysed. This filtering procedure left 14,073 probe-sets for further analysis. 

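Of the deposited probe sets, 14607 had a mean over the 25 arrays at or above the median of all probe-set means. These 14607 probe sets were used for the main tests of single probe sets. In the probe annotation used here 9606 of them carry 1 gene symbol, 100 carry several and 4901 carry none, so that 8989 genes had at least 1 measured probe set. Among the genes kept were the immediate early genes Fos, Arc and Egr1, the striatal neuropeptide genes Penk, Pdyn and Tac1, and the clock genes Bmal1, Per2 and Dbp.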

Quality control metrics were employed to assess microarray data quality (Methods S1 in File S1 and Figure S1 in File S1).

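Over the 14607 probe sets kept, the Pearson correlation between any 2 of the 25 arrays lay between 0.967 and 0.997, with a median of 0.991. The first principal component held 30.45% of the variance. On it, Con 3 (a score of -25.2) and Con 5 (a score of -33.9) stood on one side, apart from the other arrays. Genes of cytosolic ribosomal proteins and of oxidative phosphorylation subunits were lower on these 2 arrays. The mean score of the 66 ribosomal genes measured was -0.349 for Con 3 and -0.456 for Con 5, and that of the 62 oxidative phosphorylation genes was -0.300 and -0.409, each relative to the mean over all arrays.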

The 25 arrays displayed similar expression profiles, with Pearson Product moment correlations between each array ranging from 0.97 to 0.99. The Shapiro-Wilk test of normality on the data rejected the normal distribution for 25% of probes at the p<0.05 level. 

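A Shapiro-Wilk test over the 25 arrays, with the 3 groups pooled, rejected a normal distribution for 25.25% of the 14607 probe sets at an unadjusted p under 0.05. A probe set whose level differs between the groups can be rejected for that reason alone.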

Given that the majority of probe-sets were normally distributed, we continued downstream analysis without transforming the data further, consistent with approaches used by other groups [40].

Pair-wise mean differences in gene expression between groups were analysed using the Student's t-test. Following recommendations from the MicroArray Quality Control (MAQC) project [41] we used a combination of fold change and p-value thresholds to define significant differential expression, defined as a |log2 fold-change of ≥0.5| in combination with a p-value of p<0.01.

### Quantitative reverse transcription PCR (qRT-PCR) analysis of differentially expressed genes

Ten genes (*Fos, Fosl2, Dusp1, Arc, Junb, Egr2, Nr4a3, Nr4a1, Slc25a5* and *Npas4*) were chosen for validation using qRT-PCR. These genes were chosen as they represented genes that were sensitive to imposed food-restriction i.e. they were up-regulated in the Con-Pf group when compared to both Con and Nic groups. Assays were performed with inventoried TaqMan assays (Applied Biosystems, UK) using standard protocols on the same total RNA samples as the microarray experiment (File S1).

Comparisons between groups were performed using a one-tailed Student's t-test on normalised data, using the comparative Ct method. One of the assays (*Npas4*) was removed from the analysis due to low quality data.

### Ingenuity Pathways Analysis (IPA)

IPA was used to identify functional networks and significantly associated biological pathways amongst the significantly differentially expressed genes (Ingenuity® Systems, www.ingenuity.com) (see File S1 for details). We considered pathways significant at p<0.05.

### Gene Set Enrichment Analysis (GSEA)

To investigate the specific role of food-restriction induced stress response genes in the striatum, and to complement the findings from IPA, we employed GSEA [42]. We used the desktop application of this software for our analysis [43], which is available from the Broad Institute (http://www.broadinstitute.org/gsea/). From the molecular signatures database (MSigDb) (http://www.broadinstitute.org/gsea/msigdb/genesets.jsp) we downloaded the ‘RESPONSE_TO_STRESS’ gene-set, which contains genes annotated by the GO term GO:0006950 and pertains to: “a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a stimulus indicating the organism is under stress. The stress is usually, but not necessarily, exogenous (e.g. temperature, humidity, ionizing radiation)”.

For genome-wide gene lists from both Nic vs. Con-Pf and the Con vs. Con-Pf comparisons, we calculated a score that accounted for the strength of both p-value and fold-change (-log10(p-value) x log2(fold-change)). This enabled us to rank the gene lists, whereby we used the GSEA pre-ranked function in the GSEA suite to test for enrichment; using this score we considered the gene-set significant at a p<0.05. Genes that contribute to the enrichment score are defined as those that appear in the ranked list before the maximum enrichment score is reached and therefore describe contributing genes that do not meet the significance thresholds imposed at the single gene level.

### Global DNA methylation analysis by the Luminometric Methylation Assay (LUMA)

Global DNA methylation was quantified using LUMA as previously described [44] (see File S1). Differences in global methylation status were assessed using pair-wise Wilcoxon rank sum tests between groups.

### Assessment of methylation patterns at CpG sites within Fos and Fosb

Changes in gene expression as a result of external stimulation may involve multiple DNA or histone modifications that contribute to an active (or repressive) chromatin state. One such modification is DNA methylation, which is considered a marker of repressed genes.

Promoter CpG sites within *Fos* and *Fosb* were analysed using a bisulphite-based method on the Sequenom mass-array system (see Methods S1 in File S1 and Table S1 in File S1). A Student's t-test at each site for each group-pair was used to assess significant difference between groups.

## Results

### Gestational nicotine treatment and food-restriction affect body weight and solution consumption in dams

Table 1 displays bodyweight, food consumption and solution consumption of dams used in the present study (i.e. a subset of dams described in [17]). As previously described in the behavioural study [17] both the Nic and Con-Pf groups differ significantly for a number of variables compared to controls. Lower dam body weight in both the Nic and Con-Pf groups compared with controls is likely due to a combination of reduced solution and food intake (Table 1). The significantly lower birth weights observed for the Nic group compared with Con (Con = 5.3±0.1 g, Nic = Con = 4.7±0.1 g, p<0.05) in the offspring described in the present study (i.e. experimentally naïve littermates of a subset of dams described in [17]) suggest a specific effect of nicotine on this variable as there was no difference between Con-Pf and Con groups (Con = 5.3±0.1 g, Con-Pf = 5.3±0.1 g, p = NS).

### Microarray analysis reveals limited effects of gestational nicotine treatment but significant effects of gestational food-restriction on striatal mRNA expression profiles

Three group comparisons were performed; Nic versus Con, Con versus Con-Pf and Nic versus Con-Pf (Figure 1). 

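Striatal RNA of male Lister Hooded rats killed at PND 35 to 42 was measured on Affymetrix rat gene 1.0st arrays, 1 array per rat. These arrays measure each transcript with a set of short probes, which are combined into 1 value per probe set. The study took equal numbers of animals from each group on each day of extraction. Con offspring came from dams with free access to food and water, Nic offspring from dams that drank a nicotine solution, and Con-Pf offspring from dams whose food was limited to the intake of the nicotine group. The authors summarised and quantile normalised the arrays with RMA, and the deposited values are on the log2 scale. The sample labels used here give 8 Con, 7 Nic and 10 Con-Pf arrays. This follows from the 10, 8 and 10 animals that the methods list and the 2 Con arrays and 1 Nic array they remove, whereas the count given with the statistics is 10 Con and 8 Con-Pf. Con-Pf 9 and Con-Pf 10 carry the description of a control beside a Con-Pf title, and they are kept as Con-Pf here. With these groups, the log2 fold changes of all 39 entries of Table 2 differed from the printed ones by at most 0.005.

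For each probe set 1 linear model over the 25 arrays was fitted with limma, and Con-Pf minus Con, Con-Pf minus Nic and Nic minus Con were taken from it. A probe set was called at an adjusted p (Benjamini-Hochberg over 14607 probe sets) under 0.05, and calls at the study's own thresholds, an unadjusted p under 0.01 and a log2 fold change of at least 0.5 in size, were counted beside it. The methods' t-test was run on the same values. 26 lists of genes were set up before the data were examined, among them immediate early genes, clock genes, stress response genes and markers of the cell types of the striatum. Each list was tested with camera, which compares the genes of a list with all other genes. Its preset correlation of 0.01 between the genes of a list was used first, and a correlation estimated from the arrays second. The litter of each animal is not given in the sources used here. For birthweight the paper gives 8 to 9 litters per group, and its methods list 9 Con-Pf dams. It does not state the number of litters behind the array animals. If these came from the listed dams, the 10 Con-Pf arrays include littermates. The p-values therefore measure the spread between these animals and not between litters. They can be too small where animals share a litter. The number of arrays limits the precision of each value.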

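No gene rose or fell between the 7 Nic and the 8 Con arrays at an adjusted p under 0.05 from limma, and the smallest adjusted p was 0.268. LRRGT00176 (probe set 10868302) had a mean log2 level of 8.35 ± 0.16 (SD, n = 7) in Nic and 8.85 ± 0.31 (SD, n = 8) in Con, a log2 fold change of -0.50 (standard error 0.11). Apart from it, the named genes with the smallest p were higher in Nic, and none passed the test. They were Eepd1 with a log2 fold change of 0.22, Tagln3 with 0.29, Nqo2 with 0.27, Tmem35a with 0.20, Med19 with 0.25, Elavl4 with 0.33, Trappc5 with 0.23, Tox with 0.22, Dolpp1 with 0.17 and Rasl11a with 0.32. Elavl4 encodes a neuronal RNA-binding protein, Nqo2 a quinone reductase and Med19 a subunit of the Mediator complex.

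Of the 33 immediate early genes measured, 0 rose and 0 fell in Nic (adjusted p = 0.133 from camera, 0.616 with an estimated correlation; without Nic 7 the first of these was 0.0466), and 26 of the 33 were higher. Those with the smallest p were Egr1 (log2 fold change 0.20, standard error 0.06), Nr4a1 (0.47, standard error 0.15), Klf10 (0.15) and Sik1 (0.13), while Fos had 0.10 (standard error 0.16). The immediate early gene list also passed with no filter of probe sets (adjusted p = 0.0254 from camera). With Con-Pf 9 and 10 counted as Con its direction was down (adjusted p = 0.617 from camera). Of 15 genes of nicotinic receptor subunits and cholinergic neurons, 0 passed over all probe sets. Adjusted over the list alone, the receptor subunit genes Chrna4 (log2 fold change 0.28), Chrna3 (0.20) and Chrnb2 (0.14) were higher in Nic. The list as a whole did not differ from other genes (adjusted p = 0.688 from camera). Without Con 3 and Con 5, an alternative chosen after seeing the data, 0 of these genes passed by limma over the list alone. Of 16 dopamine signalling genes, 0 passed in either way of adjusting (adjusted p = 0.0662 from camera; 0.0356 without these 2 arrays, 0.664 with an estimated correlation). The 66 ribosomal protein genes had a mean log2 fold change of 0.12 and the 62 oxidative phosphorylation genes 0.13 (adjusted p = 3.00e-05 and 5.37e-07 from camera, 0.632 and 0.616 with an estimated correlation). Without the same 2 arrays these means were 0.02 and 0.04.

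At an unadjusted p under 0.05, 2370 probe sets differed by limma, 1791 of them higher in Nic, and 1579 by the methods' t-test, which also gave 0 at an adjusted p under 0.05. The share that was higher fell from 75.57% to 53.41% when the arrays were quantile normalised again and to 45.1% when each array was centred on its median. At the study's thresholds limma gave 3 probe sets, all lower in Nic: LRRGT00176 and the unnamed probe sets 10700473 (-0.55) and 10720531 (-0.56), the last 2 named after their values were seen. Leaving out 1 array moved this count to 0 without Nic 6, to 5 without Nic 2, Nic 4, Nic 5, Con 2, Con 6 or Con 8, to 6 without Nic 1, to 8 without Con 4 and to 13 without Con 7.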

We found little evidence for gene expression differences between the Nic group and the Con group, with just a single gene, *LRRGT00176* reaching significance (log2(fold change) = −0.5, p-value  = 2.20×10^−03^, Table 2). In contrast, we found significant differential expression (p<0.01 and |Fold change ≥0.5|) in both comparisons involving the Con-Pf group (Figure 1). 26 genes were differentially expressed in the Con versus Con-Pf comparison and 12 were differentially expressed in the Nic versus Con-Pf comparison (Table 2) using the designated criteria. These data suggest that imposed food-restriction during gestation is capable of affecting the expression of genes much later in life. 

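Most of the largest rises in Con-Pf against Con were those of immediate early genes. Nr4a1, an orphan nuclear receptor induced by activity, had a mean log2 level of 11.08 ± 0.31 (SD, n = 10) in Con-Pf and 9.63 ± 0.18 (SD, n = 8) in Con, a log2 fold change of 1.44 (standard error 0.14, adjusted p = 4.16e-07 from limma). Egr2, a zinc finger transcription factor, rose by 1.23 (standard error 0.13) and Nr4a3 by 1.11 (standard error 0.17). The smallest adjusted p was that of Rgs2, a regulator of G protein signalling, which rose by 0.61 (standard error 0.05, adjusted p = 2.06e-07 from limma). Also among the largest rises were Arc (1.10), which acts at the synapse, the AP-1 genes Fos (1.08), Junb (0.79) and Fosl2 (0.78 and 0.74 for its 2 probe sets), the small GTPase gene Rasl11a (0.76) and the receptor gene Gpr3 (0.70). Smaller rises were seen for Dusp5 (0.62), Tiparp (0.57), Trib1 (0.57), Fosb (0.56), Cited2 (0.56), Egr1 (0.55), Dusp4 (0.55) and Mmp14 (0.51).

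The falls at an adjusted p under 0.05 were smaller. Past the study's thresholds and not called in this way were the unnamed probe set 10833811 of Table 2, with a log2 fold change of -0.56 (adjusted p = 0.0534 from limma), and Abcc9, a subunit gene of ATP-sensitive potassium channels, with -0.52 (adjusted p = 0.0712), which was named after its values were seen. Slc19a3, a thiamine transporter gene, fell by 0.42 (standard error 0.06) and Klf9, a transcription factor induced by glucocorticoids and by thyroid hormone, by 0.42 (standard error 0.07). Slc24a4, a sodium, potassium and calcium exchanger gene, fell by 0.39, and 4 clock genes, Dbp, Bhlhe40, Nr1d2 and Per3, fell by 0.36 to 0.33. Gpcpd1 fell by 0.32, Prelid3a by 0.32 and the amino acid transporter gene Slc7a5 by 0.29. The last 2 calls were lost when limma was run on the 2 compared groups alone. Prelid3a had an adjusted p of 0.0495 from limma, and with 1 array left out its call held only without Con 4, Con 6, Con 7, Con 8 or Con-Pf 8.

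Between the 10 Con-Pf and 8 Con arrays, limma called 184 probe sets at an adjusted p under 0.05, of which 146 were higher and 38 lower in Con-Pf. The split was 119 of 179 higher after a further quantile normalization and 111 of 182 with each array centred on its median. At the study's thresholds 29 probe sets passed, 27 of them higher and 24 of them also at an adjusted p under 0.05. Between Con-Pf and the 7 Nic arrays 27 probe sets were called at an adjusted p under 0.05 (25 higher) and 15 at the study's thresholds (12 higher). With the methods' t-test the counts at the study's thresholds were 26 and 12. Without Con 3 and Con 5, an alternative chosen after seeing the data, the 184 calls became 85, of which 77 were shared, and the 27 became 33 and included all 27. Leaving out 1 array moved the 184 calls to 114 without Con 1, 104 without Con 3, 285 without Con 4, 108 without Con 5, 344 without Con 6, 480 without Con 7, 295 without Con 8 and 116 without Con-Pf 2. With Con-Pf 9 and 10 counted as Con, 27 and 5 probe sets were called at an adjusted p under 0.05.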

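Clock genes changed in both directions between Con-Pf and Con. Of 18 clock genes measured, 3 rose, 7 fell and 8 did not pass the test, and adjusted over the list alone 4 rose and 8 fell. Bmal1, the activating partner of Clock, rose by 0.51 on the log2 scale (standard error 0.06, adjusted p = 5.46e-06 from limma, n = 10 Con-Pf and 8 Con). Nfil3 rose by 0.45 and Cry1 by 0.24. Nr1d2, which encodes the repressor REV-ERB beta, fell by 0.33 (standard error 0.04, adjusted p = 1.01e-06), Per3 by 0.33 (adjusted p = 3.63e-05), Nr1d1 by 0.23, Bhlhe41 by 0.22 and Tef by 0.21. Clock itself had a log2 fold change of -0.04 (standard error 0.05), and Cry2 one of -0.04. Against Nic, Bmal1 (0.30) and Nfil3 (0.31) rose and Nr1d2 fell by 0.24. As a list the clock genes moved down against other genes in the comparison with Con (adjusted p = 0.00639 from camera, 0.152 with an estimated correlation). Camera tests a shift in 1 direction, so it cannot judge a list whose genes move both ways. A second list test, fry, looks at the genes of the list alone and can count changes in either direction. With it the adjusted p was 2.11e-12.

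Of 17 heat shock and chaperone genes, 4 rose in Con-Pf against Con, 0 fell and 13 did not pass, and adjusted over the list alone 6 rose. Those that rose were Cryab (0.38), Bag3 (0.27), Dnajb5 (0.19) and Hspb1. The list moved up against Con (adjusted p = 0.00228 from camera, 0.152 with an estimated correlation). Without Con 3 and Con 5, an alternative chosen after seeing the data, 0 of these genes passed by limma (adjusted p = 0.000248 for the list from camera, 0.0522 with an estimated correlation). The 66 ribosomal protein genes had a mean log2 fold change of 0.12 against Con (adjusted p = 2.24e-06 from camera, 0.682 with an estimated correlation), and without these 2 arrays it was 0.02.

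From the differences in both comparisons that involve the Con-Pf group, the paper proposes that food restriction imposed during gestation can affect the expression of genes much later in life.

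**Figure D1:**
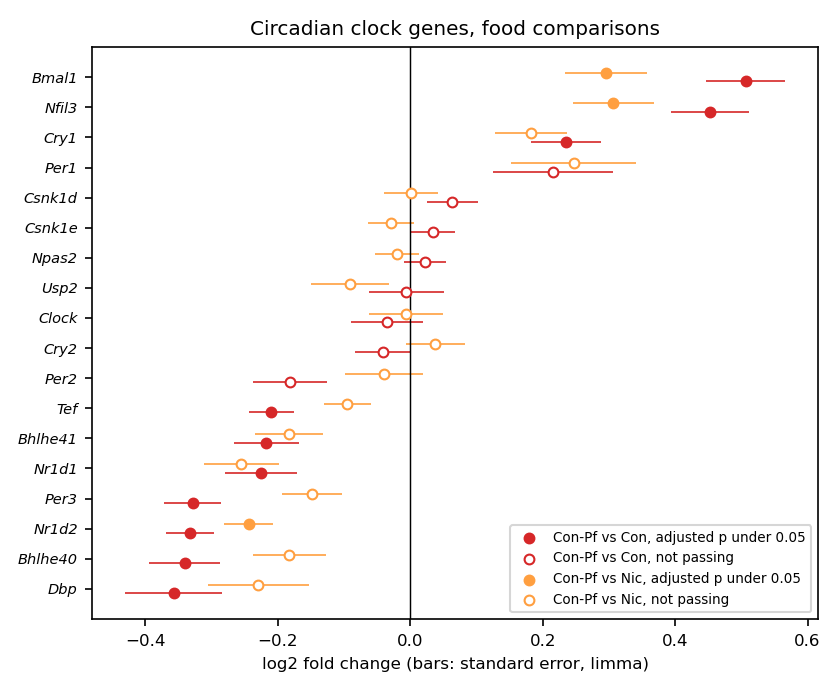
Log2 fold changes of the 18 clock genes measured, Con-Pf minus Con and Con-Pf minus Nic. Bars are limma standard errors and filled points have an adjusted p under 0.05; Bmal1 and Nfil3 lie above 0 and Nr1d2 below 0 in both comparisons.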

To assess whether these changes were true positives, we assessed the significance of these genes using the false discovery rate (FDR) q-value (implemented using the *r q-value* package [45]) as a method for correcting for the number of tests performed (correcting for the original 14,073 probesets analysed) (Table 2). 

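For LRRGT00176 the unadjusted p between the Nic and Con arrays was 0.000123 from limma and 0.00225 from the methods' t-test. Its q-value by the method of Storey was 0.148 with the first and 0.239 with the second, and the mean of the Con-Pf arrays, 8.53 ± 0.19 (SD, n = 10), lay between those of Nic and Con. With the methods' t-test Nr4a1, Rasl11a and Rgs2 had a q of 1.59e-05 in Con-Pf against Con, Gpr3 3.68e-05, Junb 0.000908 and Fos 0.00308.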

The result of this correction showed low confidence in the finding of differential *LRRGT00176* expression due to gestational nicotine (FDR q = 0.24). However we could be confident that genes called as differentially expressed due to food-restriction using our original criteria were true positives, with multiple genes reaching significance at an FDR q<0.05 (Table 2).

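Over all 14607 probe sets the methods' t-test gave 90 with a Storey q under 0.05 in Con-Pf against Con, 13 in Con-Pf against Nic and 0 in Nic against Con. Against Nic the q was 0.00808 for Dusp14, a MAP kinase phosphatase gene, 0.00892 for Egr1, 0.0176 for Cited2, a transcriptional coregulator gene, 0.0277 for Egr2, 0.0449 for Fos, Arc and Rgs2 and 0.048 for Junb. Of genes past the study's thresholds, Slc25a25 had a q of 0.0902, Dusp1 of 0.151 and Nr4a1 of 0.174 in this comparison. Npas4, an activity-dependent transcription factor, had a log2 fold change of 1.17 (standard error 0.31) against Con and a q of 0.133, and by limma its adjusted p was 0.0534.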

**Figure 1:**
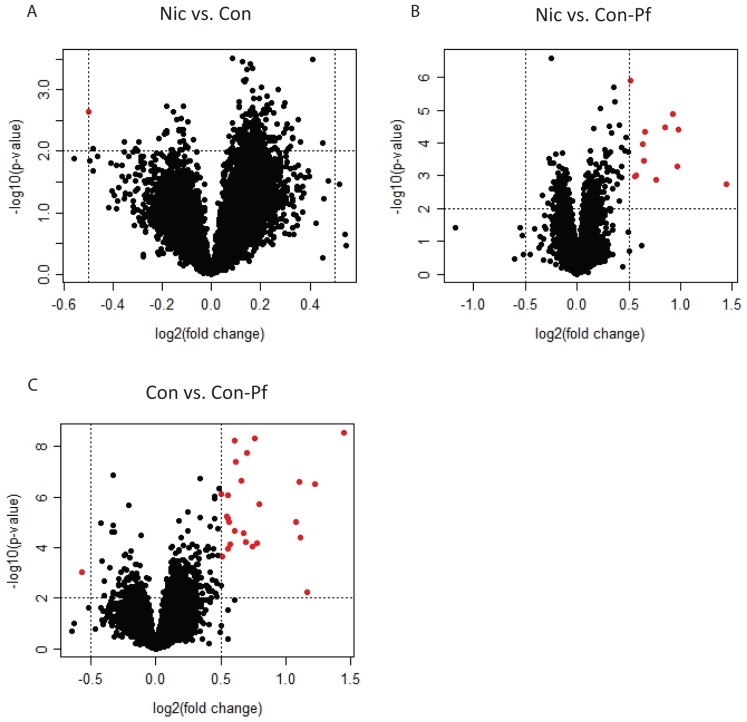
Volcano plots representing group comparisons for all genes included in the analysis. x-axes represent log2 fold-changes and y-axes represent the –log10(p-values) associated with the t-statistic. Vertical dotted lines are positioned at a log2 fold-change of 0.5 or −0.5 and horizontal dotted lines are positioned at the equivalent of p = 0.01. In red are those genes that are differentially expressed at p<0.01 and log2 fold-change>0.5 or <−0.5. A) Nic vs. Con B) Nic vs. Con-Pf and C) Con vs. Con-Pf.

**Table 2:** Results from Student's t-tests for all three group comparisons.

Comparison	Probe-set ID	t-statistic	p-value	FDR q-value	Log2 (FC)	Accession Number	Gene	Description
Nic vs. Con	10868302	3.97	2.20E-03	0.24	−0.50	AY539927	LRRGT00176 mRNA	-
Nic vs. Con-Pf	10727717	4.33	1.79E-03	0.26	1.44	NM_153626	Npas4	neuronal PAS domain protein 4
	10886031	5.80	3.81E-05	0.04	0.98	NM_022197	Fos	FBJ osteosarcoma oncogene
	10899387	5.02	5.26E-04	0.17	0.97	NM_024388	Nr4a1	nuclear receptor subfamily 4, group A, member 1
	10832802	6.39	1.29E-05	0.03	0.92	NM_053633	Egr2	early growth response 2
	10904511	6.61	3.33E-05	0.04	0.85	NM_019361	Arc	activity-regulated cytoskeleton-associated protein
	10868940	3.97	1.32E-03	0.23	0.76	NM_031628	Nr4a3	nuclear receptor subfamily 4, group A, member 3
	10806585	5.68	4.57E-05	0.05	0.65	NM_021836	Junb	jun B proto-oncogene
	10732652	4.62	3.58E-04	0.15	0.64	NM_053769	Dusp1	dual specificity phosphatase 1
	10844339	5.48	1.05E-04	0.09	0.63	NM_145677	Slc25a25	solute carrier family 25
	10940628	4.16	1.00E-03	0.22	0.57	NM_001013146.1	Fosb	Rattus norvegicus FBJ osteosarcoma oncogene B (Fosb)
	10940647	4.18	1.01E-03	0.22	0.56	NM_012954.1	Fosl2	Rattus norvegicus fos-like antigen 2 (Fosl2)
	10834031	7.77	1.25E-06	7.80E-03	0.51	NM_001079893	Dusp14	dual specificity phosphatase 14
Con vs. Con-Pf	10899387	−12.32	2.94E-09	1.49E-05	1.44	NM_024388	Nr4a1	nuclear receptor subfamily 4, group A, member 1/
	10832802	−9.06	3.07E-07	2.27E-04	1.22	NM_053633	Egr2	early growth response 2
	10727717	−3.43	6.01E-03	1.29E-01	1.16	NM_153626	Npas4	neuronal PAS domain protein 4
	10868940	−5.73	3.94E-05	8.09E-03	1.11	NM_031628	Nr4a3	nuclear receptor subfamily 4, group A, member 3
	10904511	−9.25	2.55E-07	2.10E-04	1.10	NM_019361	Arc	activity-regulated cytoskeleton-associated protein
	10886031	−6.68	9.74E-06	2.88E-03	1.07	NM_022197	Fos	FBJ osteosarcoma oncogene
	10806585	−7.30	1.84E-06	8.50E-04	0.79	NM_021836	Junb	jun B proto-oncogene
	10940628	−5.45	6.88E-05	1.30E-02	0.78	NM_001013146.1	Fosb	Rattus norvegicus FBJ osteosarcoma oncogene B (Fosb)
	10760080	−11.43	4.83E-09	1.49E-05	0.76	NM_001002829	Rasl11a	RAS-like family 11 member A
	10940647	−5.35	8.89E-05	1.49E-02	0.74	NM_012954.1	Fosl2	Rattus norvegicus fos-like antigen 2 (Fosl2)
	10872626	−10.37	1.86E-08	3.44E-05	0.70	NM_153727	Gpr3	G protein-coupled receptor 3
	10732652	−5.42	5.86E-05	1.14E-02	0.70	NM_053769	Dusp1	dual specificity phosphatase 1
	10844339	−5.94	2.79E-05	6.08E-03	0.67	NM_145677	Slc25a25	solute carrier family 25
	10834031	−8.78	2.37E-07	2.10E-04	0.66	NM_001079893	Dusp14	dual specificity phosphatase 14
	10716080	−11.05	4.04E-08	5.97E-05	0.62	NM_133578	Dusp5	dual specificity phosphatase 5
	10768332	−11.81	6.03E-09	1.49E-05	0.61	NM_053453	Rgs2	regulator of G-protein signaling 2
	10863676	−6.15	2.26E-05	5.39E-03	0.61	NM_019137	Erg4	early growth response 4
	10815763	−5.36	7.19E-05	1.33E-02	0.57	NM_001107679	Tiparp	TCDD-inducible poly(ADP-ribose) polymerase
	10896793	−6.80	9.41E-06	2.88E-03	0.57	NM_023985	Trib3	tribbles homolog 1 (Drosophila)
	10719432	−5.45	1.10E-04	1.60E-02	0.56	ENSRNOT00000022556	Fosb	FBJ osteosarcoma oncogene B
	10701846	−14.66	6.90E-06	2.32E-03	0.56	NM_053698	Cited2	p300-interacting transactivator, with Glu/Asp-rich carboxy-terminal domain, 2
								
	10800919	−8.48	8.32E-07	4.73E-04	0.55	NM_012551	Egr1	early growth response 1
	10792035	−7.39	5.87E-06	2.28E-03	0.55	NM_022199	Dusp4	dual specificity phosphatase 4
	10780205	−4.99	2.18E-04	2.44E-02	0.51	NM_031056	Mmp14	matrix metallopeptidase 14 (membrane-inserted)
	10710028	−8.00	7.58E-07	4.67E-04	0.51	NM_024362	Arntl	aryl hydrocarbon receptor nuclear translocator-like
	10833811	4.32	9.86E-04	5.84E-02	-0.56	-	-	-

Shown are all genes reaching significance at p<0.01 and |FC≥0.5| ordered by FC. In **bold** are those genes that are up-regulated in both the Nic vs. Con and Con-Pf vs. Con comparisons.

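Against the 7 Nic arrays the largest rises in the 10 Con-Pf arrays were again those of immediate early genes. Fos, a subunit of AP-1, rose by 0.98 on the log2 scale (standard error 0.15, adjusted p = 0.00129 from limma), Nr4a1 by 0.97 (standard error 0.15), Egr2 by 0.92 (standard error 0.13), Arc by 0.85 (standard error 0.12) and Junb by 0.65 (standard error 0.11). Dusp1 rose by 0.64, Slc25a25, a mitochondrial ATP-Mg and phosphate carrier gene, by 0.63, Dusp14 by 0.51, Egr4 by 0.49, Gpr3 by 0.47 and Rasl11a by 0.43. The call of Dusp1 was lost without Nic 3, Nic 5 or Nic 7 (adjusted p = 0.0559, 0.0617 and 0.0700 from limma), and that of Egr4 without Nic 7 (0.0509). Npas4 (1.44), Nr4a3 (0.76) and Fosl2 (0.57 and 0.56 for its 2 probe sets) were past the study's thresholds and not called at an adjusted p under 0.05 (adjusted p = 0.0560, 0.0852, 0.0704 and 0.0686 from limma). So were Slc17a7, a vesicular glutamate transporter gene of cortical neurons (log2 fold change -1.18, standard error 0.38), and the neuropeptide gene Cck (-0.53, standard error 0.17).

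At the study's thresholds 12 probe sets of 11 genes passed in both comparisons with Con-Pf, by limma and by the methods' t-test alike, and all 12 were higher in Con-Pf. The number expected for independent lists was 0.0222. The Con-Pf arrays enter both comparisons, so some sharing arises without any effect of food restriction: in 100 simulations of unchanged groups that share 1 group, the median shared was 0 and the highest 2. When the Con-Pf arrays were halved at random, 5 for each comparison, a median of 11 probe sets was shared (5 to 15 over 100 halvings). The correlation of the fold changes of all 14607 probe sets was 0.450, against a median of 0.435 in the simulations, and with halved Con-Pf arrays it was 0.209. Of the 9 markers of cortical and thalamic neurons measured, 7 were lower in Con-Pf than in Nic, with a mean log2 fold change of -0.26 (adjusted p = 0.0114 from camera, 0.157 with an estimated correlation), and adjusted over the list alone Slc17a7 and Cck passed.

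**Figure D2:**
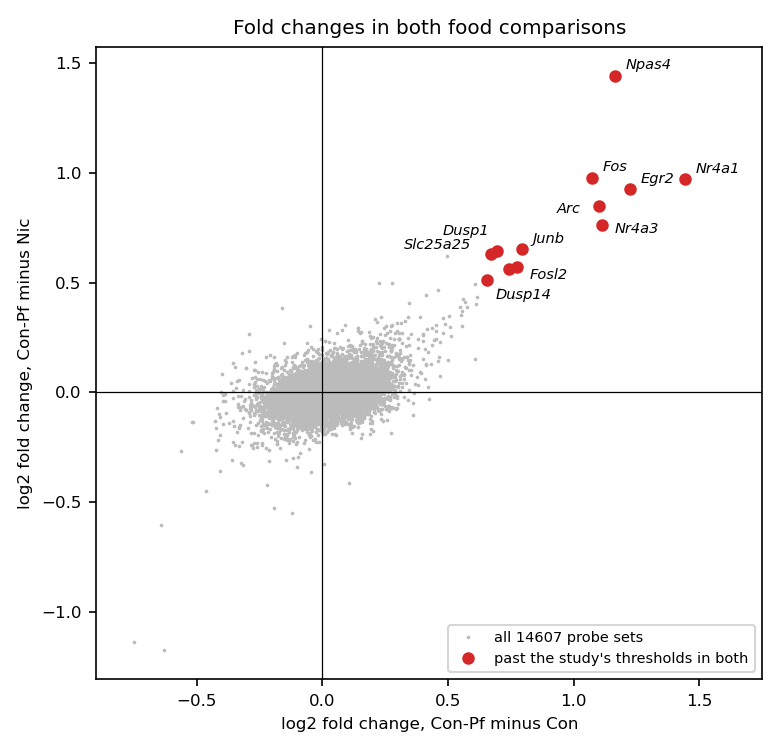
Log2 fold changes of the 14607 probe sets in Con-Pf minus Con and Con-Pf minus Nic. The 12 probe sets past the study's thresholds in both comparisons are labelled and all lie at the upper right.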

12 genes were found to be significantly differentially expressed in both the Nic vs. Con-Pf comparison and the Con vs. Con-Pf comparison, suggesting that imposed food-restriction had a dominant effect on striatal gene expression. These genes were predominantly immediate early genes (IEGs) and included; *Fos, Fosl2, Junb, Arc, Egr1, Nr4a1* and *Nr4a3*. 

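Of the 33 immediate early genes measured, out of 42 listed, 17 rose in Con-Pf against Con, 0 fell and 16 did not pass, and adjusted over the list alone 21 rose. The list as a whole moved up (adjusted p = 3.46e-15 from camera, 0.00373 with an estimated correlation). Besides the genes named by the study, Ccn1, a secreted matrix protein gene, rose by 0.48 (n = 10 Con-Pf and 8 Con), Klf4 by 0.42, the kinase gene Sik1 by 0.34, Egr3 by 0.28, Klf10 by 0.25 and Srf, which drives many of these genes, by 0.18. Nr4a2 had a log2 fold change of -0.41 and Jun one of 0.05, and neither passed. Against Nic 8 of the 33 genes rose, 0 fell and 25 did not pass, and adjusted over the list alone 18 rose (adjusted p = 1.48e-33 from camera, 4.10e-05 with an estimated correlation). Egr1 rose by 0.35 against Nic. Without Con 3 and Con 5, chosen after seeing the data, 14 of the genes rose against Con. Several of these genes stand in Table 2, which was chosen on these samples. Of the 23 genes outside it 8 rose against Con and 1 against Nic (p = 0.00933 and 0.000391 from camera with an estimated correlation).

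**Figure D3:**
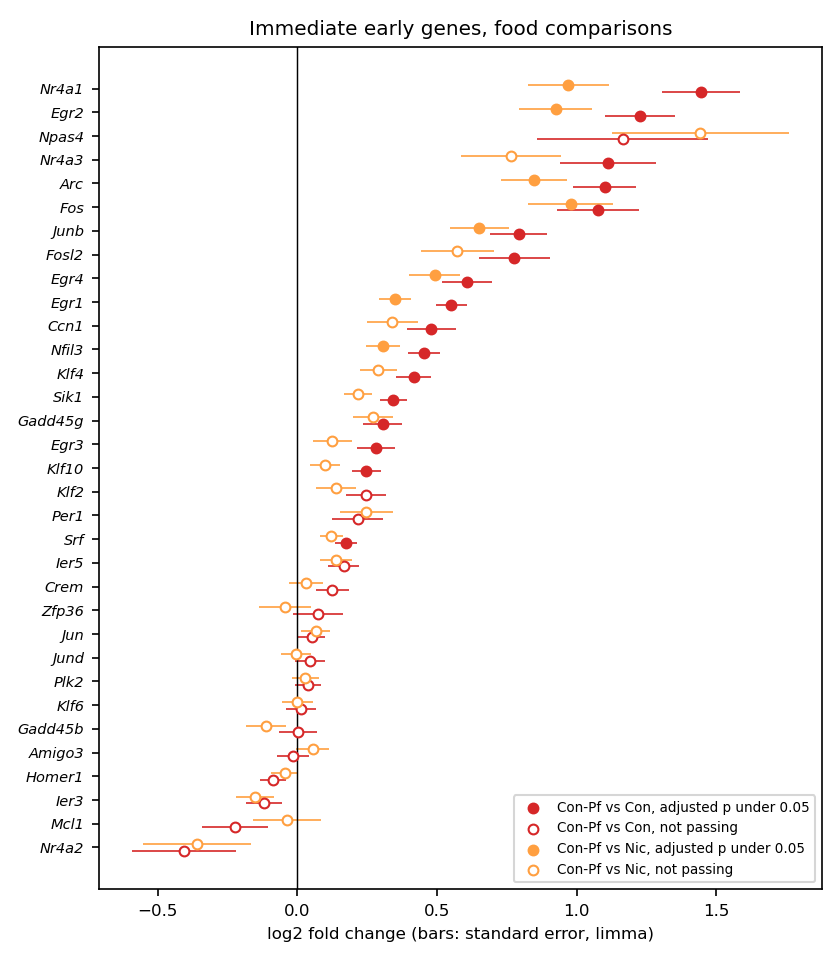
Log2 fold changes of the 33 immediate early genes measured, Con-Pf minus Con and Con-Pf minus Nic. Bars are limma standard errors and filled points have an adjusted p under 0.05; most genes lie above 0 in both comparisons.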

To confirm the effects of gestational food-restriction on striatal gene expression we used qRT-PCR to assess differential expression of 9 food-restriction-sensitive genes as a validation set. Significant differential expression in the expected direction was confirmed for all but *Junb* using qRT-PCR (90%, Table 3 and Figure 2).

**Figure 2:**
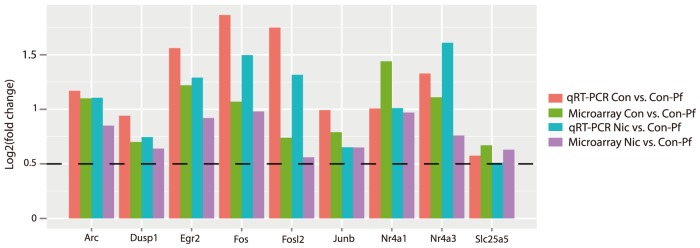
qRT-PCR validation of 9 food-restriction-sensitive genes. The y-axis represents the log2(fold changes) observed in both comparisons involving the food restricted group. Differences in gene expression using qRT-PCR were consistent with microarray data. The dashed line represents the fold change cut-off (log2(fold change) >0.5) used in the microarray analysis.

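Genes that the study took to qRT-PCR had these levels on the arrays. The mean log2 level of Fos was 8.24 ± 0.44 (SD, n = 10) in Con-Pf, 7.16 ± 0.23 (n = 8) in Con and 7.26 ± 0.26 (n = 7) in Nic. For Egr2 the means were 9.11 ± 0.37, 7.89 ± 0.19 and 8.19 ± 0.23, for Arc 11.20 ± 0.23, 10.10 ± 0.27 and 10.36 ± 0.28, and for Junb 9.66 ± 0.27, 8.87 ± 0.19 and 9.01 ± 0.20. Nr4a3 had means of 8.85 ± 0.51, 7.74 ± 0.31 and 8.09 ± 0.28, Dusp1, a MAP kinase phosphatase gene, 10.03 ± 0.32, 9.33 ± 0.23 and 9.39 ± 0.25, and Slc25a25 9.45 ± 0.23, 8.78 ± 0.24 and 8.82 ± 0.23. The qRT-PCR values themselves were not analysed here.

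**Figure D4:**
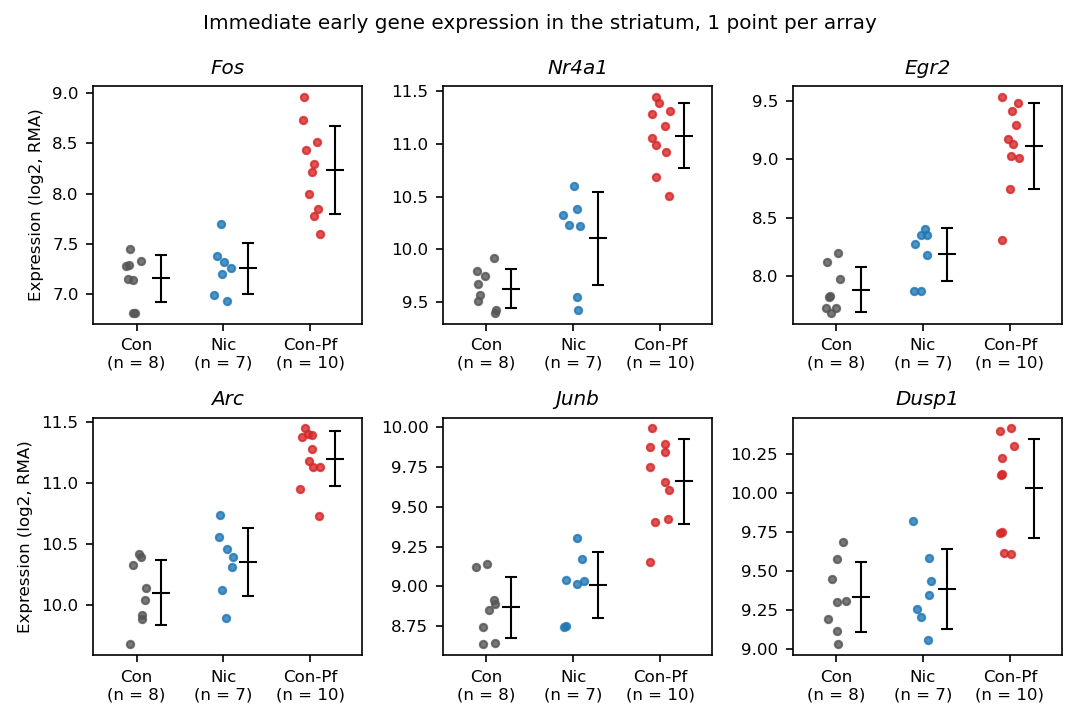
Log2 level of Fos, Nr4a1, Egr2, Arc, Junb and Dusp1 on each of the 25 arrays by group, with mean ± SD. All Con-Pf arrays lie above all Con arrays for Fos, Nr4a1, Egr2, Arc and Junb, and the 2 groups overlap for Dusp1.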

**Table 3:** qRT-PCR results for differentially expressed genes in microarray analysis.

	Con vs Con-Pf		Nic vs con-Pf	
	T	p.value	t	p.value
Fosl2	−4.46	1.91E-04	3.17	3.10E-03
Fos	−6.10	5.13E-06	4.42	3.42E-04
Nr4a1	−2.96	4.28E-03	3.66	1.11E-03
Nr4a3	−4.46	1.91E-04	3.17	3.10E-03
Slc25a5	−1.72	0.05	1.98	0.04
Arc	−3.78	8.54E-04	3.72	1.11E-03
Junb	−1.78	0.05	1.59	0.07
Dusp1	−3.71	8.40E-04	3.17	2.94E-03
Egr2	−2.39	0.01	1.76	0.05

### Prenatal food-restriction affects genes involved in stress response pathways

We aimed to characterise the functional relationship between genes that were regulated by prenatal food-restriction. To this end, we tested the 12 genes that were differentially expressed in both the Nic vs. Con-Pf and Con vs. Con-Pf comparisons for pathway enrichment using Ingenuity pathways analysis (IPA). 7 genes in the set formed an interconnected network (score  = 19, Table 4, Figure 3). Further, functional enrichment analysis revealed that this gene list was enriched for genes involved in the stress response with “Corticotrophin releasing hormone signalling” (ratio  = 2/136, p = 1.98×10^-03^, Figure 3) and “Glucocorticoid receptor signalling” (ratio  = 2/280, p = 8.64×10^-03^) featuring in the top 5 most enriched pathways (Table 5). These enrichment analyses show that while only a few genes are regulated by food-restriction, they appear to be functionally cohesive and related to development of the stress system.

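Genes of the stress hormone system itself did not pass the test in Con-Pf. Of 13 listed genes of corticotrophin and glucocorticoid signalling 4 were measured, and none was called against Con. Nr3c1, the glucocorticoid receptor gene, had a log2 fold change of -0.10, Nr3c2, the mineralocorticoid receptor gene, 0.05, Hsd11b1 0.09 and Fkbp4 0.02 (adjusted p = 0.990 for the list from camera, 0.592 against Nic). The paper proposes from the pathways enriched among its 12 shared genes, corticotrophin releasing hormone and glucocorticoid receptor signalling among them, that the genes regulated by food restriction relate to development of the stress system. Of 20 measured genes that glucocorticoids induce, Cdkn1a (0.34) and Bcl6 (0.33) rose against Con, Klf9 and Tsc22d3 (-0.19) fell, and 16 did not pass. Adjusted over the list alone 5 rose and 6 fell (adjusted p = 0.632 for the list from camera). Against Nic 0 of the 20 passed, and adjusted over the list alone 1 rose and 2 fell (adjusted p = 0.929 from camera). Without Con 3 and Con 5, an alternative chosen after seeing the data, 1 rose and 2 fell against Con.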

**Figure 3:**
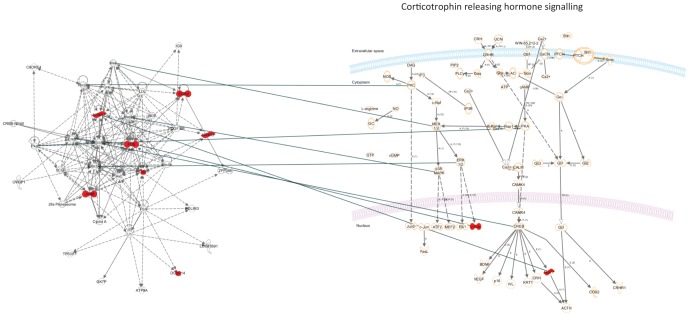
Ingenuity Pathways Analysis of genes identified as differentially expressed in the Nic vs. Con-Pf and the Con vs. Con-Pf comparisons. On the left is the top network identified consisting of 7/12 genes in our list, and on the right is the top associated canonical pathway. Highlighted red are the genes in our list that were over-expressed due to food-restriction.

**Table 4:** IPA identified a functional network of genes that included 7 genes differentially expressed due to food-restriction.

Network functions	Molecules in network	Score
Cell Cycle, Gene Expression, Cellular Development	26s Proteasome, Akt, ATP9A, C8ORF4, Creb, CREB-NFkB, CyclinA, DUSP1, DUSP14, EGR2, ERK1/2, FOS, FSH, GK7P, hCG, IG9, Insulin, Jnk, JUNB, LDL, Lh, LOC81691, Mapk, Mek, NFkB (complex), NGF, NR4A1, NR4A3, OVGP1, PDGF BB, PDLIM3, Pka,Pkc(s), TP53I11, ZFP386	19

In **bold** are the genes that were represented from our list of differentially expressed genes.

**Table 5:** The top 5 canonical pathways identified for genes differentially expressed due to food-restriction.

Canonical pathway	p-value	Ratio
Corticotrophin Releasing Hormone Signalling	1.98E-03	2/136 (0.015)
NRF2-mediated Oxidative Stress Response	3.91E-03	2/183 (0.011)
RAR Activation	3.91E-03	2/181 (0.011)
ERK/MAPK Signalling	4.33E-03	2/192 (0.01)
Glucocorticoid Receptor Signalling	8.64E-03	2/280 (0.007)

Additional evidence for the role of prenatal food-restriction on stress pathways was sought using an independent analysis method. Genome-wide gene lists generated from the Con vs. Con-Pf and Nic vs. Con-Pf comparisons were analysed using Gene Set Enrichment Analysis (GSEA). This method does not rely on user-defined differential expression cut-offs but rather provides a measure of pathway enrichment at the top (or bottom) of a ranked gene list. To specifically test the hypothesis that genes involved in stress responsiveness are affected by gestational food-restriction we used GSEA to assess enrichment for genes in the ‘RESPONSE TO STRESS’ gene ontology (GO) category. 

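Stress response genes were tested here as fixed lists and not with the curated pathway of the study, which was not used here. Among heat shock and chaperone genes 0 of 17 passed by limma in Con-Pf against Nic, while 14 of the 17 were higher and the list moved up (adjusted p = 8.66e-05 from camera, 0.0431 with an estimated correlation). Of 21 genes of the endoplasmic reticulum and integrated stress response measured, Ppp1r15a, a regulatory subunit of the phosphatase that ends this response, rose by 0.24 against Con (standard error 0.06) and 20 did not pass. Adjusted over the list alone 3 rose and 1 fell, and the list did not move apart from other genes (adjusted p = 0.706 from camera, and 0.639 against Nic). Atf4, a transcription factor of this response, had a log2 fold change of 0.14 against Con (adjusted p = 0.0896 from limma).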

We found significant enrichment for this pathway in the Con vs. Con-Pf comparison ranked gene list (p = 0.04, Figure 4) and a trend for significance in the Nic vs. Con-Pf comparison (p = 0.07). The genes that contributed to the enrichment signal in both lists are given in Table 6. 

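Table 6 was chosen by the study on these same samples, so its genes are not independent evidence. Of its 52 genes for Con against Con-Pf 48 were measured, all 48 were higher in Con-Pf and 9 rose at an adjusted p under 0.05 from limma: Fos, Dusp1, Bcl6, Gadd45a, Hspb1, Scg2, Ppp1r15a, Gadd45g and Dnajb5. Their median log2 fold change was 0.155 and their median rank by the study's score, computed on the limma fit, 775.5 of 8989 genes. Of the 14 genes for Nic against Con-Pf 13 were measured, all 13 were higher and 2 rose, Fos and Dusp1, with a median rank of 93.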

As GSEA analysis does not rely on an arbitrary cut-off to be applied to the data it provides additional insight into the potential role of genes that do not reach statistical significance but are, nevertheless, present towards the top of the gene list. Using these analyses we identified further genes that are regulated by food-restriction that were of potential interest. Like the immediate early genes, a subset of these genes is involved in the cellular response to environmental stress. For example we observed up-regulation of *Hspb1*, *Gadd45A/G* and *Ddit3* which are regulated by heat shock, DNA damage and endoplasmic reticulum (ER) stress, respectively [46]-[48]. 

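Hspb1, a small heat shock protein gene, rose by 0.33 on the log2 scale in Con-Pf against Con (standard error 0.07, adjusted p = 0.0193 from limma, n = 10 and 8). Gadd45a, a gene induced by DNA damage, rose by 0.40 (standard error 0.09, adjusted p = 0.0219) and Gadd45g by 0.31 (standard error 0.07, adjusted p = 0.0231). Ddit3, which encodes the transcription factor CHOP, had a log2 fold change of 0.18 (standard error 0.06) and did not pass (adjusted p = 0.127). Against Nic none of the 4 passed, with log2 fold changes of 0.21, 0.15, 0.27 and 0.11.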

Further, the anti-proliferation factor *Btg2* is also up-regulated. Interestingly, this gene lies within a quantitative trait locus (QTL) for fear conditioning traits [49], suggesting a link to anxiety-like behaviours. Collectively, these data suggest that gestational food-restriction results in long term up-regulation of multiple stimulation-responsive genes whose role is to induce an appropriate cellular response to a variety of environmental stressors.

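Genes that follow the immediate early genes after neuronal activity also rose. Of 26 late response genes measured 8 rose in Con-Pf against Con, 0 fell and 18 did not pass, and adjusted over the list alone 12 rose (adjusted p = 2.36e-08 from camera, 0.00373 with an estimated correlation). Ptgs2, the inducible cyclooxygenase gene, rose by 0.33 and Scg2, which encodes a secretory granule protein, by 0.24. Against Nic 5 rose, 0 fell and 21 did not pass, and adjusted over the list alone 7 rose (adjusted p = 7.04e-13 from camera, 0.000302 with an estimated correlation). The leading members, Rgs2, Gpr3, Cited2 and Slc25a25, stand in Table 2, which was chosen on these samples. Of the 21 members outside it 3 rose against Con and 1 against Nic (p = 0.0160 and 0.00876 from camera with an estimated correlation), a test chosen after seeing the data. The paper proposes that gestational food restriction leads to lasting higher expression of genes that answer stimulation and environmental stress.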

**Figure 4:**
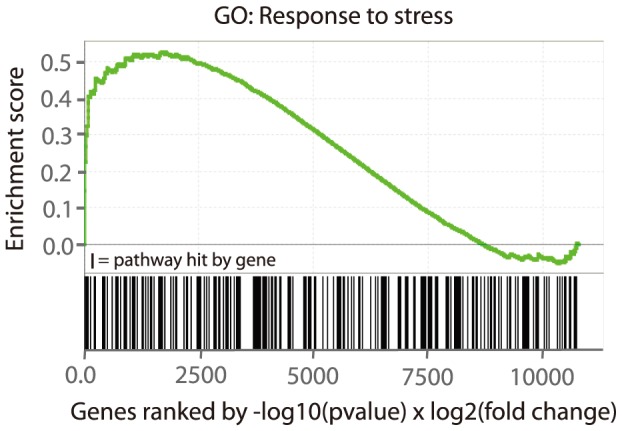
Gene set enrichment analysis (GSEA) of the GO pathway “RESPONSE_TO_STRESS” in the Con vs. Con-Pf comparison. The input gene list was all genes in the microarray analysis ranked by –log10(p-value)×log2(fold change). The enrichment score profile displays an enrichment of pathway hits at the top of the list, suggesting multiple top-ranked genes involved in the “Response to stress” pathway.

**Table 6:** Genes in the core enrichment (i.e. contributing to the maximum enrichment score for the gene set “RESPONSE_TO_STRESS”) from each gene list.

Nic vs. Con-Pf		Con vs. Con-Pf							
Gene	Rank in gene list	Gene	Rank in gene list	Gene	Rank in gene list	Gene	Rank in gene list	Gene	Rank in gene list
FOS	1	FOS	5	CIB1	404	RELA	896	TNFRSF1A	1440
DUSP1	8	DUSP1	15	ATF4	437	SMAD7	899	MT3	1478
GADD45G	32	BTG2	32	TP53I11	452	TGFB1	925	CDO1	1532
BTG2	38	BCL6	45	DNAJB1	463	EEF1E1	1003	AKR1B1	1624
PPP1R15A	50	GADD45A	63	RAD23A	498	PRDX6	1055	STIP1	1638
HSPB1	72	HSPB1	78	DNAJB4	499	ATOX1	1059	UBE2B	1641
PLOD1	78	SCG2	80	DDIT3	615	MSRA	1068	MAP4K2	1662
BCL6	99	PPP1R15A	85	CHRNB2	683	AQP9	1114	XRCC4	1666
PLAT	178	GADD45G	93	TRIAP1	708	GPX3	1166	EIF2B2	1678
SMAD7	204	DNAJB5	134	NDUFS8	709	XRCC6BP1	1275	TP73	1697
SCG2	214	ALKBH1	216	CHRNA4	734	SUMO1	1294		
GADD45A	227	ALOX5AP	240	RTN4RL1	806	NDUFA6	1300		
DNAJB5	302	PLAT	243	PCBP4	871	GAP43	1331		
DDIT3	315	PDLIM1	255	RNF7	895	RPA1	1405		

### Global DNA methylation status and methylation at specific promoters does not explain food-restriction-induced gene expression changes

Given our observations of the up-regulation of stress-response genes due to food-restriction, we hypothesised that early stress leads to epigenetic reprogramming that primes neuronal cells for stressful encounters later in life. To assess the contribution of DNA methylation status on food-restriction-induced gene expression changes we assayed both global DNA methylation changes and locus-specific methylation patterns at *Fos* and *Fosb* genes. We found no evidence for differences in global methylation status between any of the groups analysed (Nic vs. Con-Pf, W = 45, p = 0.70; Con vs. Con-Pf, W = 54, p = 0.50; Nic vs. Con-Pf W = 48, p = 0.28). Further, the majority of CpG sites assessed in the promoter regions of *Fos* and *Fosb* in this study displayed low methylation levels and very little variation in methylation status across samples (Figure S2 in File S1; average variance Fos = 9.6×10^−4^, Fosb = 1.8×10^−3^). We found no evidence for DNA methylation differences between any of the groups for either of the genes tested.

## Discussion and Conclusions

### Prenatal nicotine exposure has limited effects on mRNA expression in the striatum of adolescent rats

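Markers of the cells of the striatum did not separate the 7 Nic from the 8 Con arrays gene by gene, with 0 genes of any of the 26 lists called by limma. The medium spiny neuron markers (16 measured, among them Penk, with a log2 fold change of 0.03, and Tac1, with 0.05) had an adjusted p of 0.718 from camera, those of interneurons 0.564 and those of microglia 0.909. The 10 astrocyte markers were lower as a list (adjusted p = 0.0354 from camera, 0.616 with an estimated correlation), and so were the 11 endothelial markers (adjusted p = 0.00578 from camera, 0.616 with an estimated correlation). Activity-regulated late response genes had an adjusted p of 0.0766 from camera, and adjusted over the list alone 4 of them, Vgf, Gpr3, Rgs2 and Cited2, were higher in Nic. Clock genes had the same adjusted p, and adjusted over the list alone Bmal1 (0.21) was higher and Per3 (-0.18) and Tef (-0.11) were lower. With Con 3 and Con 5 left out, an alternative chosen after seeing the data, 0 genes of either list passed by limma over the list alone, and the adjusted p from camera was 0.0191 for late response genes and 0.0356 for clock genes (0.664 for both with an estimated correlation). It was 0.0942 for astrocyte and 0.0104 for endothelial markers without these arrays, the latter 0.664 with an estimated correlation. Mural and meningeal markers had an adjusted p of 0.133 from camera on all arrays. Without these 2 arrays it was 0.0396, and 0.664 with an estimated correlation. Adjusted over the list alone, 4 glucocorticoid-induced genes (Mt1, Mt2A, Cdkn1a and Bcl6) were also higher in Nic. So were 2 members of the list of dual specificity phosphatases and MAP kinase feedback, Rasl11a and Rgs2. Without Con 3 and Con 5 these numbers were 0 and 1. On all arrays the 2 lists had an adjusted p of 0.505 and 0.310 from camera. With fry the late response genes passed on all arrays (adjusted p = 0.0306, and 0.00351 for changes in either direction). The clock genes passed for changes in either direction (adjusted p = 0.0176 from fry). No other list passed with fry in this comparison. Without Con 3 and Con 5 these 3 values from fry were 0.104, 0.180 and 0.0801.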

We did not find any striking effects of prenatal nicotine exposure on gene expression profiles in the striatum of adolescent rats. However, six previous studies have reported mRNA expression differences due to prenatal exposure to nicotine across various brain regions [18], [20], [24], [25], [50]. We do not replicate the majority of these previously observed nicotine-induced changes (for a summary of previous observations see Table S2 in File S1). 

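Of the 44 candidate genes of earlier nicotine studies, 33 had a measured probe set. At an unadjusted p under 0.05 from limma 7 of them differed between Nic and Con, and none passed after adjustment over all genes or over all 33 candidates. Higher in Nic were the nicotinic receptor subunit genes Chrna4 and Chrna3 and the TNF receptor gene Tnfrsf1a (log2 fold change 0.19), which passed when adjusted over the 11 measured candidates of cell death and survival alone (adjusted p = 0.0252 from limma), with 0 of them passing without Con 3 and Con 5, chosen after seeing the data. Lower in Nic were Ctnna1, an adherens junction gene (-0.12), Adgrl3 (-0.14), the integrin gene Itgb5 (-0.16) and the growth factor receptor gene Igf1r (-0.17). Of the 18 cell adhesion candidates measured 14 were lower (adjusted p = 0.000945 from camera, 0.616 with an estimated correlation). Without the same 2 arrays 8 of 18 were lower (adjusted p = 0.119 from camera). Between Con-Pf and Nic 2 candidates differed at an unadjusted p under 0.05.

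**Figure D5:**
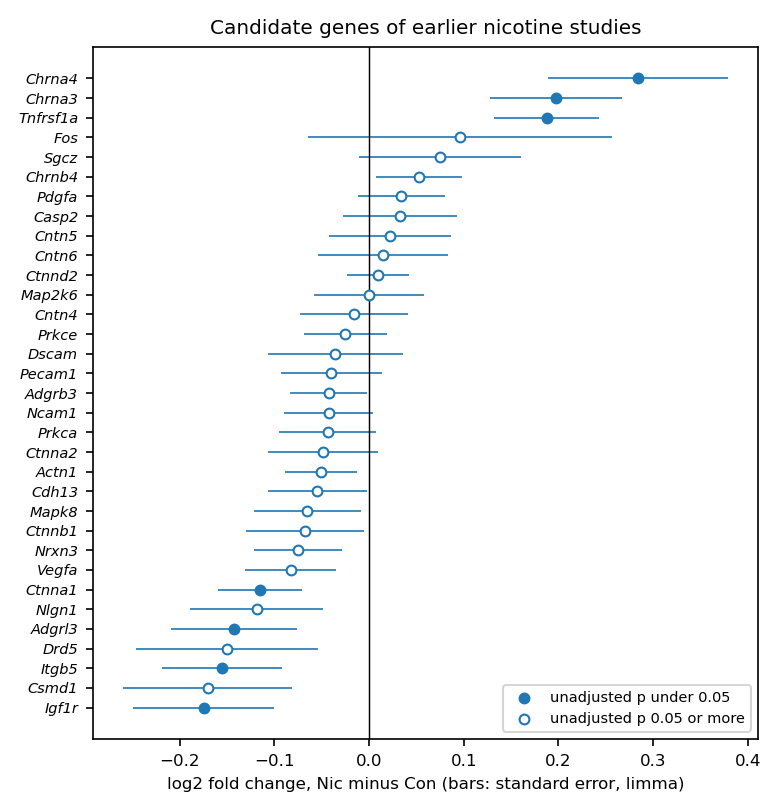
Log2 fold changes of the 33 candidate genes measured, Nic minus Con, with limma standard errors. Chrna4 and Chrna3 lie highest and most other candidates lie near 0.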

The lack of replication does not appear to be due to the thresholds that we used to call genes as differentially expressed as we observe just 12 previously reported genes to be differentially expressed when we apply a more relaxed threshold to the data (p<0.05, no fold change threshold, Table S2 in File S1). This overlap is no greater than we would expect by chance (Nic vs. Con, empirical p = 0.52; Nic vs. Con-Pf, empirical p = 0.69, see Methods S1 in File S1 for statistical analysis). 

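In 10000 random draws of 33 genes from the 8989 measured, a mean of 5.87 had an unadjusted p under 0.05 in Nic against Con, and at least as many as the 7 candidates, Chrna4, Chrna3, Tnfrsf1a, Ctnna1, Adgrl3, Itgb5 and Igf1r, were drawn with an empirical p of 0.367. With the methods' t-test the candidates numbered 4 against 4.03 drawn (empirical p = 0.592). In Con-Pf against Nic the 2 candidates stood against 1.71 drawn (empirical p = 0.510). Without Con 5 the 7 candidates became 4, and without both Con 3 and Con 5, chosen after seeing the data, 3. They numbered 10 without Con 4, 10 after a further quantile normalization and 11 with each array centred on its median.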

Alternative explanations for the lack of replication are differences in study design and the choice of brain tissue analysed. We can reasonably expect that the effects of prenatal nicotine exposure will vary depending on brain region assayed, as well as developmental time-point. As such it is perhaps not surprising that we fail, in the adolescent striatum, to replicate findings from previous studies. Finally, we cannot exclude potential false negative results in our data that would reflect subtle effects of gestational nicotine on gene expression. However we would require larger sample sizes to robustly identify differentially expressed genes below the significance thresholds that were used in this study.

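Changes of known size were added to simulated probe sets to see what could be found between 7 Nic and 8 Con arrays. Of 50 probe sets changed by each size, limma recovered 64% at a log2 fold change of 0.25, 94% at 0.5 and 100% at 0.75 at an adjusted p under 0.05. The methods' t-test recovered 40% at 0.25, 84% at 0.5 and 98% at 0.75. The sizes were planted together, and many changed probe sets ease the adjusted threshold for each of them. These shares therefore do not give the chance of finding a few changes on the real arrays. There LRRGT00176, with a log2 fold change of -0.50, had an adjusted p of 0.268 from limma. On the real arrays the named genes with the smallest p in this comparison, such as Eepd1, Tagln3 and Nqo2, had sizes near 0.25.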

### Maternal food-restriction has significant effects on mRNA expression in adolescence

In contrast to the effects of prenatal nicotine exposure, we identified striatal gene expression changes following restricted food access to pregnant dams. While it is known that mRNA expression of a selection of genes in both the liver and tissues of the HPA axis is affected by maternal undernutrition [29]–[32], we have provided the first evidence that the striatum is also affected. 

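Some genes that restrain MAP kinase signalling rose beside the immediate early genes. All 21 genes listed as dual specificity phosphatases or for MAP kinase feedback were measured. The list includes Rgs2, a regulator of G protein signalling, and the small GTPase gene Rasl11a. In Con-Pf against Con 8 rose, 0 fell and 13 did not pass. Adjusted over the list alone 10 rose (adjusted p = 3.43e-08 from camera, 0.00373 with an estimated correlation). Dusp14 rose by 0.66 (standard error 0.07), Dusp6 by 0.46 and Spry1, an inhibitor of receptor tyrosine kinase signalling, by 0.17. Against Nic 6 rose, 0 fell and 15 did not pass, and adjusted over the list alone 10 rose (adjusted p = 6.65e-18 from camera, 2.72e-05 with an estimated correlation). Dusp5 rose by 0.44 and Dusp4 by 0.39 against Nic. Most of the members that rose, Dusp1, Dusp4, Dusp5, Dusp14, Rgs2 and Rasl11a, stand in Table 2, which was chosen on these samples. Of the 15 members outside it, a test chosen after seeing the data, 2 rose against Con by limma and 10 were higher (p = 0.0928 from camera with an estimated correlation). Against Nic 0 of the 15 rose by limma, and 7 were higher with a median log2 fold change of -0.01 (p = 0.00556 from camera with an estimated correlation), so these members did not rise together. Of 6 measured genes that earlier studies of maternal undernutrition report in metabolic tissue, 0 passed (adjusted p = 0.188 against Con from camera, 0.573 against Nic).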

The set of genes identified contains multiple families of immediate early genes (*Fos, Fosl2, Junb, Arc, Dusp1, Dusp14, Egr2, Nr4a1 and Nr4a3*), which are known to be regulated by multiple external stimuli [51]–[54]. These genes are enriched for two stress-related pathways – “Corticotrophin releasing hormone signalling” and “Glucorticoid receptor signalling” suggestive of food-restriction-induced developmental regulation of the organismal stress system. IEG expression is predominantly activity regulated and levels of *Fos* mRNA are often used as a marker of neuronal activity. As activity-induced transcription factors, IEGs have wide and varied effects on gene regulation that have been associated with multiple brain processes. *Arc* is an important regulator of hippocampal function, where knock-down results in impairment of the maintenance phase of long-term potentiation and hampered long term spatial memory [55]. *Fos* has also been described to have a role in learning and memory, with increased *Fos* expression in the medial prefrontal cortex being linked to aversive learning [56]. Furthermore, administration of amphetamine-based psychostimulants, including cocaine, causes coincident up-regulation of IEG expression and synaptic dopamine release [57]–[62], suggesting an impact of IEG expression on the reward circuitry in the brain. This is of particular interest as these drugs primarily influence neurobehavioural features such as attention, impulsivity and hyperactivity [63]. Given the time from exposure to gene expression measurement and the rapidity of the culling procedure (neck dislocation, 2–3 seconds per animal), we interpret the observed gene expression differences to be due to baseline changes in IEG expression. Nevertheless, we cannot completely exclude the possibility of theoretical pair-feeding-induced increased sensitivity to stress and animals' reactivity to culling. Little is known about the roles of IEGs at baseline, and indeed whether baseline differences in gene expression have an effect on stimulation-induced expression. Adaptation of gene expression to repeated immobilisation stress is observed for *Fos* mRNA in mice, with reduced induction being observed in multiple brain regions upon activation by acute stress [64]. This suggests that *Fos* regulation may be reprogrammed in response to repeated encounters with stressful conditions. Further, It should also be noted that evolutionary adaptations to stressful conditions between yeast species involve baseline differences in the expression of stress-response genes [65]. These adaptive expression profiles may contribute to the differences observed in stimulus-induced expression of such genes [65]. In such a model, stress during early development would prime cells for later stressful encounters through baseline up-regulation of stress-response genes such as *Fos*. Further work is required to describe the effects of gestational food-restriction on IEG-dependent changes in learning, memory, reward and stress responses.

To confirm up-regulation of stress-response genes we performed Gene Set Enrichment Analysis (GSEA). We reasoned that the gene ontology (GO) biological function category “RESPONSE TO STRESS” would be enriched in ranked gene lists from the Con vs. Con-Pf and the Nic vs. Con-Pf comparisons. This was the case for the Con vs. Con-Pf comparison. As this analysis was not restricted to arbitrary differential expression cut-offs, it allowed us to delve further into the data to identify additional potentially important genes that did not meet our threshold requirements. Interestingly, we observed a number of additional genes that appeared near the top of the ranked list and are involved in the cellular response to stress. These genes include *Hspb1*, *Gadd45A/G* and *Ddit3* that are responsive to heat shock, DNA damage/growth arrest and endoplasmic reticulum (ER) stress [46]–[48]. The reason for their persistent up-regulation is not entirely clear. However, we speculate that it may be similar to the increased baseline expression of IEGs – early developmental induction of the stress response through food-restriction induces reprogramming and an altered baseline level of mRNA expression. Food-restriction-induced early induction of stress response genes is likely to have consequences on normal brain development. For example, over-expression of *Gadd45a* in the developing mouse cortex is associated with decreased neurite complexity, soma hypertrophy and increases in cell death [66]. Chronic up-regulation during adolescence may have further detrimental consequences related to neuronal function and cell death. *Ddit3* is responsive to ER stress, whereby exacerbation of ER stress using 1-Methyl-4-phenylpyridinium ion (MPP+) increases its expression level [67] and may contribute to Parkinson's disease. Again, we do not know how baseline up-regulation of *Ddit3* affects the adolescent brain, although we speculate that defective ER stress signalling pathways will affect neuron integrity. Interestingly, changes in genes involved in the cellular response to stress may also have an effect on the organismal response to stress. This is evident from a recent study describing the role of mutations in *C. elegans* DNA repair and apoptotic pathway genes conferring resistance to environmental stressors such as heat shock and osmotic stress [68]. Early developmental alterations in similar pathways may display similar effects. Future work should aim to further understand whether food-restriction during gestation is capable of altering both cellular and organismal responses to stress stimuli.

Recent epigenetic studies have provided a framework through which the environment can shape gene expression patterns in later life and alter offspring behaviour [69]–[71]. For example, maternal protein restriction is associated with a reduction in DNA methylation at the promoter of the Cyclin-dependent kinase inhibitor 1C (*Cdkn1c*) promoter [72] which results in an increase in mRNA levels. This suggests that early protein deprivation is associated with epigenetic reprogramming of a certain set of genes whose dysregulation may be responsible for alterations in behaviour. We hypothesised that food-restriction-induced up-regulation of IEG expression may be due to early acquired epigenetic marks that persist into adolescence and explain the observed differences in mRNA regulation. However, we failed to find any *global* DNA methylation effects or changes in patterns of DNA methylation across two regions within *Fos* or *Fosb*. Our results on global DNA methylation are consistent with studies in humans [73] and suggest that specific regulatory regions govern the observed gene expression patterns. Given the very low and invariant methylation levels at *Fos* and *Fosb* promoters it is was unlikely that they would harbor critical sites of regulation. Nevertheless, these data do not rule out the potential of DNA methylation or alternative epigenetic marks to set up an early program of gene expression that persists into adolescence.

### Limitations

The unexpected limitation of the current study was a potential interaction between prenatal undernutrition and different stress levels induced by either nicotine exposure or enforced food availability. Our intention was to control for reduced food intake experienced in the Nic group by using a pair-feeding protocol. However, as gene expression changes in Con-Pf group were seen over and above any small nicotine-induced differences it may suggest either ameliorating effects of nicotine or existence of additional factors, e.g., higher stress, in pair-fed animals. Thus, we were able to control for undernutrition (using Con-Pf) as well as the stress induced by pair-feeding (using Con), but not for a potential stress x undernutrition interaction. Unfortunately, there is no obvious way to do this in one experiment. Nevertheless, under our study conditions, there were no strong effects of gestational nicotine exposure on striatal gene expression.

### Conclusion

Our work has highlighted a role for maternal food-restriction on the long-term regulation of immediate early genes and stress-response genes in the striatum of adolescent rats. Future studies should therefore focus on establishing the link between food-restriction, stress, IEG expression and phenotypic outcome.

### Data availability

Microarray data are available from the Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE50607.

## Supporting Information

File S1 **Supporting information.**
(DOCX) Click here for additional data file.

# Supplementary material for: Long-Term Effects of Gestational Nicotine Exposure and Food-Restriction on Gene Expression in the Striatum of Adolescent Rats
**Source:** PLoS One. 2014 Feb 19;9(2):e88896. doi: 10.1371/journal.pone.0088896
**Supplement:** File S1 — Supporting information.

**Supporting Information File S1**

**Methods S1**

***Sample preparation***

Purity of total RNA was assessed via the 260/280-wavelength ratio using a NanoDrop spectrophotometer. All ratios were of acceptable quality (range 2.04 – 2.19). The integrity of total RNA was assessed using the Agilent RNA 6000 pico kit run on a 2100 bioanalyser according to the manufacturer’s guidelines (Agilent, UK). RNA integrity numbers (RIN) were generated using Agilent 2100 Expert software. RIN’s for the sample suggested good quality RNA with one sample being below an adequate quality (RIN = 1.4). With this sample removed, RINs ranged from 8.8 – 9.8. Given the overall good quality of the data, a low RIN for one sample was likely due to technical issues associated with chip loading and this sample was kept in for downstream processing.

***Microarray Processing***

100ng of starting total RNA was used to produce second cycle cDNA for fragmentation and labeling using the Ambion WT expression kit following the manufacturer’s guidelines (Ambion, UK). Fragmentation and labeling of second cycle cDNA was performed using the Affymetrix GeneChip WT terminal labeling and hybridization kit (Affymetrix, UK). The Affymetrix GeneChip wash and stain kit (Affymetrix, UK) was used to hybridize samples to Affymetrix Rat GeneChip 1.0ST arrays. Washing and staining of the arrays was carried out on Affymetrix fluidics modules following Affymetrix protocols. Following array scanning, Affymetrix GeneChip Operating Software (GCOS) was used to visualize the array images and provide an initial check of data quality (smudges on the chip etc). Two samples at this stage were removed from further analysis because of poor data quality.

Quality control checks at each stage of processing were employed to ensure good quality throughout the procedure i.e. cRNA and 2^nd^ cycle cDNA yields and quality were checked using a NanoDrop spectrophotometer; and the size distribution of cRNA, 2^nd^ cycle cDNA and fragmented cDNA were assessed using the Agilent 2100 bioanalyser.

***Quantitative reverse transcription PCR (qRT-PCR) analysis of differentially expressed genes***

Genes chosen for the validation were Fos, Fosl2, Arc, Nr4a1, Nr4a3, Slc25a25, Junb, Dusp1 and Egr2. 3ug total RNA was first-strand reverse transcribed in 20ul reactions using oligodT priming and Moloney Murine Leukaemia Virus (MMLV) (qScript reverse transcription kit, PrimerDesign, UK). In order to identify the most stable housekeeping genes for normalisation, we performed GeNorm analysis on 5 samples from each group, using 10 commonly used HK genes.

Each 20ul assay was run in duplicate using the ABI7900HT system. Mean threshold cycle (Ct) values across duplicates were taken and relative quantities calculated. GeNorm, a Visual Basic application tool in excel was used to statistically model the stability of the HK genes for accurate normalisation of target genes as described elsewhere ([1](#_ENREF_1)). The two most stable HK genes were Atp5b and Cyc1. We chose to use Atp5b for normalisation of our target genes.

Target gene assays were supplied by Applied Biosystems, UK, and each assay was run in triplicate in 20ul reactions with the following cycling conditions; 1 cycle of 95 ^o^C for 10 mins, and 40 cycles of 95 ^o^C for 15 secs, 60 ^o^C for 1 min, using the ABI7900HT system.

***Statistical analysis of qRT-PCR data***

The grubb’s method was used to identify outliers from triplicate samples ([2](#_ENREF_2)), which were removed from further analysis. For the remaining samples, arithmetic means were taken across replicates and the comparative Ct method (ΔΔCt ) was used to normalize expression data of target genes to Atp5b for each sample. Relative quantities for each sample were calculated using the equation 2^ΔCt^. These values were normalized to Atp5b expression (normalization factor) to provide normalized relative quantities (NRQ).

Data were tested for normality using the Shapiro-Wilk test. Normalised data for Fosl2, Fos, Nr4a3, Arc, Dusp1 and Egr2 were rejected for normality at the p<0.05 level and data were log10 transformed for a more normal distribution. Data for the remaining genes; Nr4a1, Slc25a25 and Junb were analyzed using raw normalized scores.

***Ingenuity Pathways Analysis (IPA)***

A data set containing HUGO gene symbols was uploaded into the application. Genes significant at p<0.01 with a log2 fold change of >0.5 (or <-0.5) were input into the analysis. These analysis methods allow for the identification of interconnectedness of the molecules of interest (networks), as well as any biological pathways that are enriched amongst these molecules (canonical pathways analysis). Networks are generated *de novo* using the dataset that is provided by the user. Networks are then algorithmically generated, maximizing the interconnectedness between network eligible molecules relative to their connectedness with all other molecules in the knowledge base for information on the network generating algorithm see (https://analysis.ingenuity.com/pa/info/help/help.htm#ipa_help.htm). In contrast to network analysis, canonical pathways are generated *prior* to data input based on the literature and KEGG legend. In this way, input molecules are tested for enrichment in predefined metabolic and signaling pathways. P-values are then generated for each canonical pathway using a right-tailed Fisher’s exact test (see https://analysis.ingenuity.com/pa/info/help/help.htm#ipa_help.htm). We considered pathways significant at p<0.05.

***Gene set enrichment analysis (GSEA)***

This method takes advantage of the complete probability distribution from the analyses, and therefore is not restricted by a user-defined significance threshold. GSEA assesses the significance of individual, predefined gene sets in a gene list ranked by any particular statistic, which is described in detail elsewhere. A weighted Kolmogorov-Smirnov test is used to determine whether the input distribution is significantly different to the null distribution (based on 1000 permutations of genes) ([3](#_ENREF_3)).

***Global DNA methylation analysis by the Luminometric Methylaytion Assay (LUMA)***

A total of 300ng genomic DNA was cleaved with HpaII/EcoRI or MspI/EcoRI in separate reactions, in duplicate. After the digestion step, the amount of cleavage was quantified by pyrosequencing. DNA methylation was defined from the HpaII/MspI ratio: fully methylated DNA gives a ratio that approaches 0 whereas if methylation is completely absent the ratio approaches 1.

***Assessment of methylation patterns at CpG islands within Fos and Fosb***

500ng of Genomic DNA was treated with sodium bisulfite using the EZ-96 DNA Methylation Kit (Zymo Research, CA, USA) following the manufacturer’s guidelines. Bisulfite-PCR amplification of the regions of interest (See Supplementary material, Table S1 for primer and target sequences) were carried out in duplicate for each sample using cycling conditions of 47 cycles with an annealing temperature of 56°C. Quantitative DNA methylation analysis was conducted on pooled duplicate PCR products using the Sequenom EpiTYPER sys­tem (Sequenom Inc., CA, USA), which utilises base-specific cleavage fol­lowed by MALDI-TOF mass spectrometry, and is described in detail elsewhere ([4](#_ENREF_4)). Positive controls, including both artificially methylated and artificially unmethylated samples were included in all experi­mental procedures to ensure accuracy in the quantification. Multiple CpG sites were analysed for each assay, and to ensure good data quality, sites were removed from the analysis if they showed >75% missing data, and individual samples were removed if they had >75% CpG sites missing. The total number of CpG sites analysed were 16 for Fos and 11 for Fosb. Differences in methylation status between groups were assessed using a pair-wise Student’s t-test.

**Table S1.** Primers used for the amplification of bisulphite treated DNA for two differentially expressed genes identified through microarray analysis

| *Gene* | *Left Primer* | *Right Primer* | Target Sequence |
| --- | --- | --- | --- |
| Fos | GGAGATTTTTTAAGATTTTAATTGTGA | ACAAAAAAACCCATACTAAAAAAAA | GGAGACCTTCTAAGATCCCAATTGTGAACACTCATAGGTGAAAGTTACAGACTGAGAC  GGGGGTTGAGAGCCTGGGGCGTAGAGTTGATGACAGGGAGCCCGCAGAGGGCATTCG  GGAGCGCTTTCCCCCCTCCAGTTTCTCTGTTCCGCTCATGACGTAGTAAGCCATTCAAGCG  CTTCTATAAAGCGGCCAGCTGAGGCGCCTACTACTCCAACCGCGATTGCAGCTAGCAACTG  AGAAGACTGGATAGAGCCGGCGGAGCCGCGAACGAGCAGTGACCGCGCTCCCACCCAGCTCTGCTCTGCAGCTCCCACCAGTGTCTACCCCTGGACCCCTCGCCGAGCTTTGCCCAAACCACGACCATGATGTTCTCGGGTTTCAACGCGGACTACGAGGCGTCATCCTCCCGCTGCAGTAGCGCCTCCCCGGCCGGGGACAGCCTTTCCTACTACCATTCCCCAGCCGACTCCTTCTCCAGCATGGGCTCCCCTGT |
| Fosb | GGGAAGAATTATAAAAAGTAAGGAAAGG | ACAAAAAAAATCCCAAAAAAACTTC | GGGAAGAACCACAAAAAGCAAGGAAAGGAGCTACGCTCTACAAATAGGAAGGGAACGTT  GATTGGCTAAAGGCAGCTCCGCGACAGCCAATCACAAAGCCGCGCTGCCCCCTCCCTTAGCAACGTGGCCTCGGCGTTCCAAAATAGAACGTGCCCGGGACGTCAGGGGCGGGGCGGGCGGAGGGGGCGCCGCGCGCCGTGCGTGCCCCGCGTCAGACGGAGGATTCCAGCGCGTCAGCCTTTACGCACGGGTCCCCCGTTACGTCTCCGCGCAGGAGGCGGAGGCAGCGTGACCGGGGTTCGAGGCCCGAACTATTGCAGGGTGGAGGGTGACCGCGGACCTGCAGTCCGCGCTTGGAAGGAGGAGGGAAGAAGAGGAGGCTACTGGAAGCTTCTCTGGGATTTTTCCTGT |

***Calculating the probability of overlap with candidate genes from the literature***

In order to see whether there was any signal in genes that have previously been reported to be differentially expressed due to gestational nicotine, we identified candidate genes based on positive reports from the literature (Table S2). 

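The candidates were also counted between Con-Pf and Con, a comparison without nicotine. At an unadjusted p under 0.05 from limma 12 of the 33 measured differed, against 8.12 in random draws (empirical p = 0.0880), and with the methods' t-test 4 differed. The 11 cell death and survival candidates measured included Fos, the only one of them called in either comparison with Con-Pf. As a list they had an adjusted p of 0.287 from camera against Con.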

We accepted genes that had been shown to be differentially expressed in any brain region, male or female, any nicotine administration protocol, any mRNA detection technique and any postnatal age. Studies were identified using the search terms ‘gestational nicotine gene expression’ and manually filtered to fit the above criteria.

We used permutation testing (implemented in R2.13.0) to identify the probability of observing our intersections with the candidate gene list. Specifically, we took a fixed set of 35 genes and for each comparison involving the Nic group, we identified the number of genes that were significantly differentially expressed at p<0.05 i.e. marginal evidence for differential expression. We then randomly sampled this number of genes (n = 1058 for Nic vs. Con and n = 965 for Nic vs. Con-Pf) from the total list and calculated the number of genes that were present in the candidate list. After 10,000 permutations we derived a p-value based on this null distribution.

**RESULTS S1**

***Quality Control of Expression Data***

A box plot of the relative log intensities of probe-set summaries was used to identify any clear outliers. One sample was an obvious outlier and was removed from the study. The remaining 25 arrays had comparable relative signal intensities (Figure S1). 

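The median log2 value of the 25 deposited arrays lay between 6.954 and 7.019. The spread of each array's relative log2 values, as an interquartile range, had a median of 0.217 over the Con arrays, 0.143 over Nic and 0.176 over Con-Pf. No 2 arrays held identical values. Choroid plexus markers, such as Ttr, can show how much ventricle lining was taken with a sample. The mean score of these markers was 1.174 on Con 2 and 1.480 on Con-Pf 4, with the nearest other array of each group at -0.005 and 0.256.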

The positive versus negative control area under the curve ratios showed good data quality, with values ranging from 0.91 to 0.93. Signal intensities for bacterial spikes (*BioB*, *BioC*, *BioD* and *Cre*) also displayed a characteristic profile of intensity in the order: *BioB* < *BioC* < *BioD* < *Cre*. The signal intensities of each spike probe for each array showed good inter-array consistency and accurate intra-array spike order. Probe-set summaries were used for all remaining downstream analyses.

Figure S1

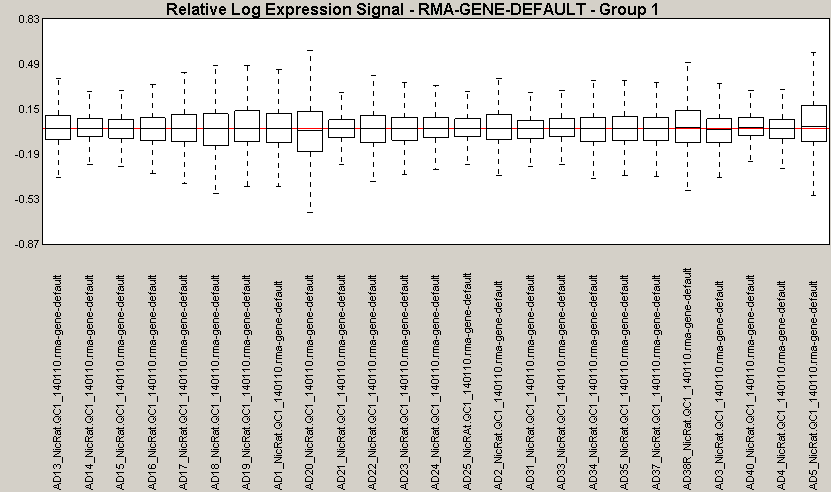

**Figure S1:** Relative Log Expression signals for 25 arrays. Each box represents an individual array and the y-axis is the relative log expression value (output from Affymetrix Expression console).

***Assessment of methylation patterns at CpG islands within Fos and Fosb***

Figure S2

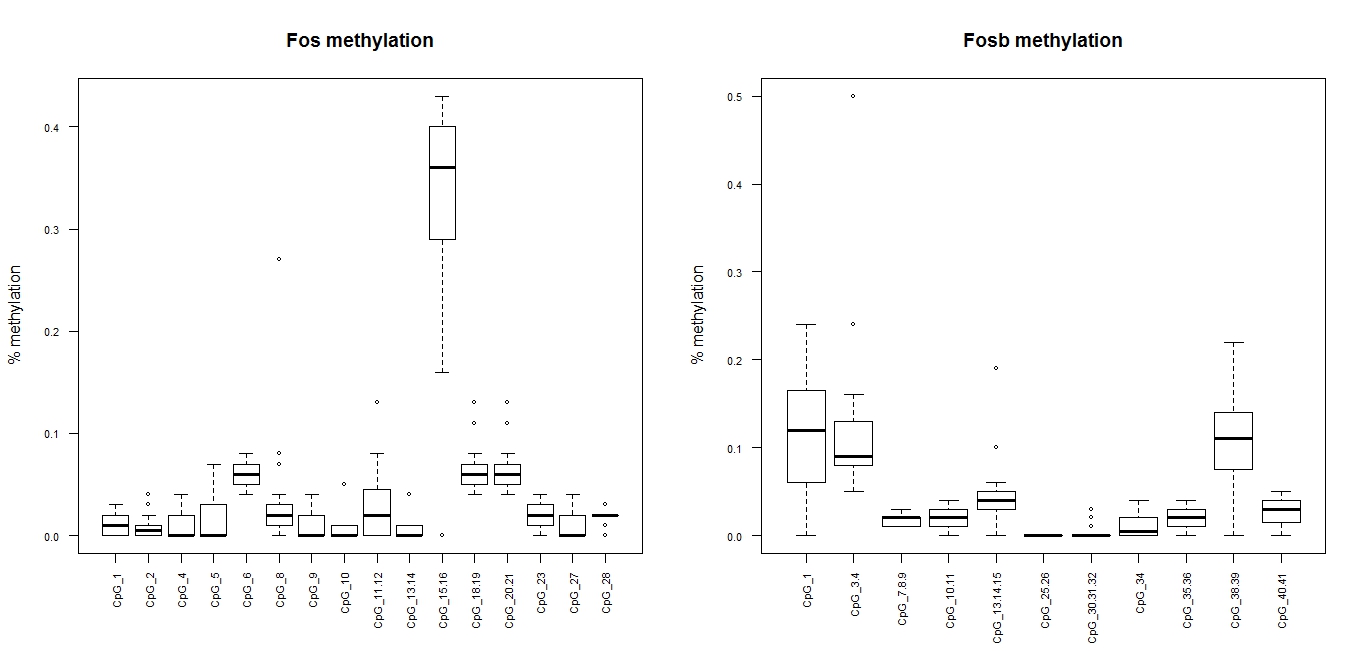

**Figure S2.** Boxplots representing the percentage methylation at each analysed CpG site for two differentially expressed genes. X-axis is CpG site and y-axis displays the percentage methylation.

**Table S2:** Genes previously found to be differentially expressed due to prenatal nicotine exposure and overlap with the results from our study. Genes in **bold** are significant at p<0.05. Basic study designs are also presented. Fc = fold change; VTA = Ventral tegmental area; Nac = nucleus accumbens; Pfc = prefrontal cortex; Amy = Amygdala; Cpu = Caudate Putamen; Il = infralimbic cortex. Na = gene was not represented in the analysed data set (not on array or filtered out in preprocessing).

References

1. Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A, et al. (2002): Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. *Genome Biol*. 3:RESEARCH0034.

2. Burns MJ, Nixon GJ, Foy CA, Harris N (2005): Standardisation of data from real-time quantitative PCR methods - evaluation of outliers and comparison of calibration curves. *BMC Biotechnol*. 5:31.

3. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. (2005): Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. 102:15545-15550.

4. Coolen MW, Statham AL, Gardiner-Garden M, Clark SJ (2007): Genomic profiling of CpG methylation and allelic specificity using quantitative high-throughput mass spectrometry: critical evaluation and improvements. *Nucleic Acids Res*. 35:e119.

5. Slotkin TA, McCook EC, Seidler FJ (1997): Cryptic brain cell injury caused by fetal nicotine exposure is associated with persistent elevations of c-fos protooncogene expression. *Brain Res*. 750:180-188.

6. Chen H, Parker SL, Matta SG, Sharp BM (2005): Gestational nicotine exposure reduces nicotinic cholinergic receptor (nAChR) expression in dopaminergic brain regions of adolescent rats. *Eur J Neurosci*. 22:380-388.

7. Park MK, Loughlin SE, Leslie FM (2006): Gestational nicotine-induced changes in adolescent neuronal activity. *Brain Res*. 1094:119-126.

8. Cao J, Dwyer JB, Mangold JE, Wang J, Wei J, Leslie FM, et al. (2011): Modulation of cell adhesion systems by prenatal nicotine exposure in limbic brain regions of adolescent female rats. *Int J Neuropsychopharmacol*. 14:157-174.

9. Wei J, Wang J, Dwyer JB, Mangold J, Cao J, Leslie FM, et al. (2011): Gestational nicotine treatment modulates cell death/survival-related pathways in the brains of adolescent female rats. *Int J Neuropsychopharmacol*. 14:91-106.

10. Schneider T, Ilott N, Brolese G, Bizarro L, Asherson PJ, Stolerman IP (2011): Prenatal exposure to nicotine impairs performance of the 5-choice serial reaction time task in adult rats. *Neuropsychopharmacology*. 36:1114-1125.

How the deposited data were processed for this re-analysis (not part of the article)

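RNA of the striatum of male Lister Hooded rats was measured on Affymetrix rat gene 1.0st arrays, 1 array per animal, for 8 Con, 7 Nic and 10 Con-Pf animals. The authors made the deposited values with RMA, that is background correction, quantile normalization across arrays and summary to 1 log2 value per probe set, and the submitters' processing notes name RMA and Affymetrix Expression Console 1.1. The table holds the 25 arrays left after the authors' own removal of 2 Con arrays and 1 Nic array. All 25 columns were used. The condition of each array was taken from its title. Con-Pf replicates 9 and 10 have a title of Con-Pf and a description of a control, and they were kept as Con-Pf, left out or counted as Con in turn.

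Probe sets with a mean over the 25 arrays at or above the median (quantile 0.5) were kept, 14607 in all. Gene symbols came from the probe annotation used here: of the probe sets in the table 15310 carry 1 symbol, 323 several and 13581 none, and of those kept 9606, 100 and 4901. Table 2 genes were taken by their probe-set ID, which names Fosb, Tiparp and LRRGT00176 where the annotation used here does not. For lists a gene with several probe sets was represented by the one with the highest mean, which gave 8989 genes.

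Differences were tested with limma 3.58.1 in R 4.3.3, with data.table 1.17.8, in 1 linear model over the 3 groups with empirical Bayes moderation, and p-values were adjusted with the method of Benjamini and Hochberg over all probe sets kept (threshold 0.05). The study's thresholds (unadjusted p under 0.01 and a log2 fold change of at least 0.5 in size) were counted on the same fit and with the methods' t-test, with unequal variances. 26 gene lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, and p-values were adjusted over the lists of each comparison. The candidates of earlier studies were compared with 10000 random draws of as many genes. The sharing of calls between the 2 comparisons with Con-Pf was compared with 100 simulations of unchanged groups. The steps were tested on simulated data with planted changes: of probe sets changed by 0.5, limma recovered 96% in Con-Pf against Con with 9 false calls, and a shift of 0.2 planted in the heat shock list was found with 0 of 25 other lists called. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

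Genes named in the text are those the study names for the arrays, the 10 named genes with the largest rise and the 10 with the largest fall among those called in each comparison (where fewer than 10 were called, the 10 with the smallest p, as not passing), and up to 4 members of each list with the smallest p, with further list members added as examples after their values were seen. The values in the study's Tables 2, 6 and S2 had been seen when this rule was written.

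The alternatives were the methods' t-test, a t-test with pooled variance, limma on the 2 compared groups only, moderation with a trend and robust, array weights, no filter, a stricter filter (quantile 0.75), a further quantile normalization, centring of each array on its median, the treatment of Con-Pf replicates 9 and 10, a replicate block over replicates 1 to 7, Storey q-values, other list tests and leaving out each of the 25 arrays. Leaving out Con 3 and Con 5, leaving out the 524 kept probe sets with an ID below the lowest annotated one, the replicates of the block fitted with no block, lists without the genes of Table 2 for MAP kinase feedback and late response genes, and counts over genes were added after the data were seen. The qRT-PCR, DNA methylation and behavioural measurements were not analysed here. The signal over background of single probes was not analysed here, so precision is given by the spread between animals.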

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

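The tests of cortical tissue and of the authors' normalization were chosen after their results were seen, as was leaving out Con 3 and Con 5.

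In 9 of 129 groups of arrays 1 array lay far from the others of its group, where chance gives 6.45. The ribosomal protein score of Nic 4 was -0.0789, with the nearest Nic array at 0.0431. The choroid plexus score was 1.174 for Con 2 (nearest -0.0051) and 1.48 for Con-Pf 4 (nearest 0.256). Rgs2 stood at 10.63 in Con 7 (nearest 10.42) and Nr1d2 at 10.19 in the same array (nearest 10.33). Mmp14 was 8.121 in Con-Pf 4 (nearest 7.774). In Nic 7, Slc24a4 was 9.678 (nearest 9.415) and the 2 probe sets of Fosl2 were 8.991 (nearest 9.296) and 8.722 (nearest 9.03). Nic 7 thus appears for 3 measures, 2 of them of 1 gene.

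Outside Table 2, limma called 160 probe sets in Con-Pf against Con and 9 in Con-Pf against Nic at an adjusted p under 0.05. Among the 160 are 9 clock genes, which the paper does not report: Nfil3 and Cry1 rose and Dbp, Bhlhe40, Nr1d2, Per3, Nr1d1, Bhlhe41 and Tef fell.

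The rise of Bmal1, Nfil3 and Cry1 with a fall of Dbp, Per3 and Nr1d2 is what a shift of clock phase would give, so a difference in the time of killing could have raised the immediate early genes too. The score of clock genes was 0.240 higher in Con-Pf than in Con (95% interval 0.191 to 0.289), and the ranges of the 2 groups did not overlap. With this score as a covariate 86.46% of the difference in the immediate early gene score was kept (95% interval 32.53% to 140.4%), and within groups the 2 scores had r = 0.124 over 25 arrays (permutation p = 0.588; rho 0.208, permutation p = 0.341; r = 0.204 without the 2 farthest arrays). The clock score follows the groups, so a different time of killing and an effect of food restriction cannot be told apart for these genes. More cortical tissue in Con-Pf is argued against: the score of cortical markers differed by -0.103, with an upper 95% bound of 0.0786.

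In Nic against Con, 75.57% of the probe sets with an unadjusted p under 0.05 were higher in Nic. Without Con 3 and Con 5, which stand apart, the share was 79.68%, so these arrays are not its cause, although the number of such probe sets went from 2370 to 679. After a further quantile normalization it was 53.41%, but this step brings the levels of the arrays together whatever the cause, so a shift of level left by the authors' normalization and a real difference between the groups cannot be told apart. No biological explanation was tested for this share.

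Con-Pf 9 and Con-Pf 10 carry a description of a control. Their immediate early gene scores were 0.158 and 0.227, and the highest Con array had -0.0874. A wrong Con-Pf label of these 2 arrays is argued against by this.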

How the results depend on the processing

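Leaving out Con 3 and Con 5, leaving out probe sets below the lowest annotated ID and fitting the replicates of the block with no block were chosen after the data were seen.

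None of the 45 calls of named genes changed direction. The immediate early gene list kept its call in Con-Pf against Con and against Nic with 1 choice changed at a time (adjusted p at most 0.00373 and 4.10e-05, both from camera with an estimated correlation; with this and without Con 3 and Con 5 it was 0.000667 and 0.000244), and the probe sets called in both comparisons numbered 9 to 14. All 45 were kept with array weights, with centring, with a further quantile normalization and with a trend, 44 with no filter and with Con-Pf 9 and 10 left out, 43 with limma on 2 groups and without Con 3 and Con 5, 34 with a pooled variance, 32 with the methods' t-test and 23 with Con-Pf 9 and 10 counted as Con. The stricter filter kept 27 of 27 it could test, and the other probe set of Fosl2 gave the same call 2 of 2 times.

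Adjusted calls in Con-Pf against Con went from 184 to 66 with the methods' t-test, 84 with a pooled variance and 99 with limma on 2 groups. They were 96 with no filter, 116 without Con-Pf 9 and 10, 27 with these counted as Con and 85 without Con 3 and Con 5. With Storey q-values in place of adjusted p-values, 90 probe sets passed with the methods' t-test and 552 with limma. Adjusted calls in Con-Pf against Nic went from 27 to 6 with the methods' t-test, 8 with a pooled variance and 55 with array weights. They were 14 with the stricter filter and 5 with Con-Pf 9 and 10 counted as Con. Storey q-values gave 13 here with the methods' t-test and 27 with limma. At the study's thresholds the 29 of Con-Pf against Con became 48 with no filter, 14 with the stricter filter and 19 with Con-Pf 9 and 10 counted as Con, and the 15 of Con-Pf against Nic became 9 with the stricter filter. The 3 of Nic against Con became 1 with array weights or the stricter filter, 21 with no filter and 5 with centring. The 7 candidates became 4 with the methods' t-test, 3 with the stricter filter, 11 with centring, 4 with Con-Pf 9 and 10 counted as Con and 3 without Con 3 and Con 5. The immediate early gene list in Nic against Con passed with no filter (adjusted p = 0.0254; range over its alternatives 0.0254 to 0.617). The value of 0.617 came with Con-Pf 9 and 10 counted as Con, where the direction of the list was down. Filters change how many probe sets are tested; the cause was not tested for the other changes.

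With a replicate block over replicates 1 to 7 the adjusted calls in Con-Pf against Nic were 14, and at the study's thresholds 9 in Con-Pf against Nic and 5 in Nic against Con. The same replicates with no block gave 17, 9 and 5, so fewer arrays account for most of the change. The numbers do not show pairs: over 21 pairs the correlation of arrays with the same number had a median of 0.0524.

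Leaving out 1 array, the adjusted calls ranged from 104 (without Con 3) to 480 (without Con 7) in Con-Pf against Con, with 114 without Con 1, 285 without Con 4, 108 without Con 5, 344 without Con 6, 295 without Con 8 and 116 without Con-Pf 2. They ranged from 18 to 35 in Con-Pf against Nic and stayed at 0 in Nic against Con by limma, where 2370 probe sets had an unadjusted p under 0.05 and the methods' t-test also called 0. At the study's thresholds the ranges were 27 to 36, 11 to 18 and 0 (without Nic 6) to 13 (without Con 7), and in both comparisons 11 to 14. Candidates ranged from 4 (without Con 5) to 10 (without Con 4), and the immediate early gene list in Nic against Con from 0.0466 (without Nic 7) to 0.602 (without Nic 1). Of 1125 calls of named genes with 1 array left out 1101 were kept. The number of arrays limits the precision of the counts.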

Differences from the paper's values

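No test in this part was chosen after the result was seen, apart from leaving out probe sets below the lowest annotated ID and counting over genes.

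At the study's thresholds the paper reports 1 gene in Nic against Con, and 3 probe sets passed here with limma. Of the alternatives set before the data were examined, array weights and the stricter filter gave 1, and the others lay beyond the paper's value, the methods' t-test with 2. With 1 array left out the count was 0 to 13.

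For genes at an unadjusted p under 0.05 in Nic against Con the paper's count is 1058, and the count here is 2370 probe sets. The methods' t-test (1579), the pooled variance, the stricter filter and Con-Pf 9 and 10 counted as Con lay within 1.5 times the paper's count. Limma on 2 groups, the trend, array weights, no filter, a further quantile normalization, centring, Con-Pf 9 and 10 left out and the replicate block did not. Of 25 fits without 1 array 3 did (range 1249 to 3212). Counted over genes, 1 probe set per gene, a unit chosen after seeing the values, which leaves out the probe sets with no gene name, limma gave 1598. On this count the methods' t-test (1098), the pooled variance, limma on 2 groups, array weights, the stricter filter, a further quantile normalization, centring and both treatments of Con-Pf 9 and 10 lay within 1.5 times the paper's count, and the trend, no filter and the replicate block did not. Of 25 fits without 1 array 17 did (range 841 to 2095).

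In Con-Pf against Nic the paper's count is 965, and the count here is 637 probe sets. The methods' t-test (954), the pooled variance, limma on 2 groups, array weights, no filter and a further quantile normalization lay within 1.5 times the paper's count, and the trend, the stricter filter, centring, both treatments of Con-Pf 9 and 10 and the replicate block did not. Of 25 fits without 1 array 9 did (range 502 to 746). Counted over genes in the same way limma gave 465. The methods' t-test (687), the pooled variance and array weights lay within 1.5 times the paper's count, and the other alternatives and all 25 fits without 1 array (range 366 to 543) did not.

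The paper's q for LRRGT00176 is 0.24, and it was 0.148 here with limma. The methods' t-test (0.239), the pooled variance, limma on 2 groups, array weights, no filter, a further quantile normalization, centring and Con-Pf 9 and 10 counted as Con lay within 1.5 times the paper's value, and the trend, Con-Pf 9 and 10 left out and the replicate block did not. Of 25 fits without 1 array 10 did (range 0.0721 to 0.4215).

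The paper's filter left 14073 probe sets, and 14607 were kept here; without the 524 below the lowest annotated ID, an alternative chosen after seeing the values, 14083 were kept. All 39 log2 fold changes of Table 2 lay within 0.005 of those here. The paper's t of Cited2 (10701846) for Con minus Con-Pf is -14.66, while in this direction the methods' t-test gave -8.72 here. The paper names Egr1 among the shared genes, and its log2 fold change against Nic was 0.35 here, below the study's fold change threshold. A probe set the paper lists as Fosb (10940628) carries the symbol Fosl2 in the annotation used here.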

Other observations

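Only the cause of the share of higher probe sets and the test of cortical tissue, both reported above, and leaving out Con 3 and Con 5 were chosen after the result was seen.

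The same arrays were also divided at random into groups of the same sizes, 100 divisions for each result with the real one included. With 100 divisions the smallest possible count is 1 of 100, and the counts were not adjusted for the number of results. Chance can therefore be argued against but not excluded. In Con-Pf against Con it is argued against for the adjusted calls (184, highest of the other divisions 608, 2 of 100 as large). The same holds for the calls at the study's thresholds (29, highest 16, 1 of 100). It also holds for the immediate early gene list (adjusted p = 3.46e-15 from camera, lowest of the others 4.98e-14, 1 of 100). The cause of the 608 calls in that division was not tested. In Con-Pf against Nic chance is argued against for the adjusted calls (27, highest 13, 1 of 100). The same holds for the calls at the study's thresholds (15, highest 33, 2 of 100). It also holds for the list (1.48e-33 from camera, lowest of the others 9.80e-39, 2 of 100). For the 12 probe sets called in both comparisons chance is argued against too (highest of the others 2, 1 of 100). In Nic against Con limma made 0 adjusted calls, so all 100 of 100 divisions had as many (highest 206) and the divisions decide nothing there; 2370 probe sets had an unadjusted p under 0.05, and the methods' t-test also called 0. Chance is not argued against for the calls at the study's thresholds (3, highest 15, 25 of 100). Nor is it for the immediate early gene list (0.133 from camera, lowest of the others 2.35e-07, 43 of 100) or the candidates (7, highest 13, 11 of 100). That random groups reach a result does not show that the real groups are alike. These 3 results therefore do not decide whether Nic differs from Con.

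Lists not given at a claim had these adjusted p-values from camera for Con-Pf against Con. Dopamine signalling had 0.0108 (0.448 with an estimated correlation), nicotinic and cholinergic genes 0.445, medium spiny neuron markers 0.429, interneuron markers 0.990, cortical markers 0.632, astrocyte markers 0.163, oligodendrocyte markers 0.124, their precursors 0.708, microglia 0.734, endothelial markers 0.0222 (0.519 with an estimated correlation), mural and meningeal markers 0.0128 (0.242 with an estimated correlation), choroid plexus markers 0.269 and blood cell markers 0.632. Oxidative phosphorylation genes had 7.22e-06 (0.682 with an estimated correlation) and cell adhesion candidates 0.00156 (0.519 with an estimated correlation). When Con 3 and Con 5 were left out, the adjusted p was 0.429 for oxidative phosphorylation genes, 0.120 for cell adhesion candidates and 0.0803 for endothelial markers, while it was 0.00244 for dopamine signalling and 0.000584 for mural and meningeal markers (0.400 and 0.123 with an estimated correlation), and the 3 measured blood cell markers, all lower, had 0.0233 (0.384 with an estimated correlation). Against Nic, all 15 nicotinic and cholinergic genes were lower in Con-Pf (adjusted p = 0.0291 from camera, 0.379 with an estimated correlation), and oligodendrocyte markers had an adjusted p of 0.0153 (0.638 with an estimated correlation).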
